# Transcriptome analysis of lateral buds from *Phyllostachys edulis* rhizome during germination and early shoot stages

**DOI:** 10.1186/s12870-020-02439-8

**Published:** 2020-05-24

**Authors:** Yuting Shou, Yihua Zhu, Yulong Ding

**Keywords:** *Phyllostachys edulies*, Rhizome lateral bud, RNA-Seq, Alternative splicing, Phytohormone, GA, DELLA protein

## Abstract

**Background:**

The vegetative growth is an important stage for plants when they conduct photosynthesis, accumulate and collect all resources needed and prepare for reproduction stage. Bamboo is one of the fastest growing plant species. The rapid growth of *Phyllostachys edulis* results from the expansion of intercalary meristem at the basal part of nodes, which are differentiated from the apical meristem of rhizome lateral buds. However, little is known about the major signaling pathways and players involved during this rapid development stage of bamboo. To study this question, we adopted the high-throughput sequencing technology and compared the transcriptomes of Moso bamboo rhizome buds in germination stage and late development stage.

**Results:**

We found that the development of Moso bamboo rhizome lateral buds was coordinated by multiple pathways, including meristem development, sugar metabolism and phytohormone signaling. Phytohormones have fundamental impacts on the plant development. We found the evidence of several major hormones participating in the development of Moso bamboo rhizome lateral bud. Furthermore, we showed direct evidence that Gibberellic Acids (GA) signaling participated in the Moso bamboo stem elongation.

**Conclusion:**

Significant changes occur in various signaling pathways during the development of rhizome lateral buds. It is crucial to understand how these changes are translated to *Phyllostachys edulis* fast growth. These results expand our knowledge on the Moso bamboo internodes fast growth and provide research basis for further study.

## Background

Plant vegetative growth is a complicate developmental process which is a combined result of the plants genetic program and various environmental factors [1]. A systematic understanding the mechanism of plant growth offers researchers and farmers the key to increasing crop yields and coping with hazardous agricultural situations. The Moso Bamboo (*Phyllostachys edulis*) is an excellent model to study plant growth [2]. The moso bamboo has great nutritious and economic value, but it is particularly of interest to researchers due to the ability to grow rapidly [2].

Decades of studies have been focused on the general mechanisms of bamboo fast growth [3–7], observing sequential elongation of internodes from the bottom of the culm to the top. The fast growth of Moso bamboo results from the expansion of meristem, which differentiates in the rhizome lateral buds [8, 9]. The appearance of rhizome lateral bud increases the survival rate by providing extra advantages for obtaining nutrients and light in the extremes environment [10]. Thus, bamboo rhizome lateral bud meristem plays a significant role in bamboo morphogenesis.

The development of the rhizome lateral bud into the upright stem relies on the environment, the parent shoot, and the rhizome apex [11]. Environmental factors such as nitrogen content and water condition in soil regulate the growth of lateral buds into shoots [12–15]. The effects of carbohydrate metabolism on rhizome lateral bud shooting are the response to light exposure [16]. By using rice cross-species microarray hybridization, several genes were found to be closely related to the development of *Phyllostachys praecox* rhizome lateral bud, including hormone signaling factor HB1, and CLV1, a signaling peptide in meristem development [17]. Multiple transcriptional factors have been implied to play roles during rhizome bud development [17–20]. Nevertheless, the regulation network of rhizome lateral bud development still remains unknown.

Plant hormones are major regulators of plant growth and development, and are extensively studies in model organisms, such as *Arabiodopsis* and *Oryza*. Various hormones (auxin, Brassinolides and Gibberellic Acids) signaling pathways genes were regulated in different trends or stages in grass rhizome later bud development [21]. In bamboo, the hormone-mediated signaling pathway was one of the major signal transduction regulation in fast-growing culms [22]. Effects of various phytohormones on the development of Moso bamboo were recently reported on transcriptome levels [23–25].

Despite the importance of understanding the molecular mechanism of the rhizome lateral bud development, most previous studies only focused on the up-grounded shoot. In bamboo morphogenesis, the long-term asexual reproduction of rhizome bud controls the rise and fall of the bamboo forest [8]. Moreover, as the initial development stage in the whole bamboo lifecycle, the rhizome lateral bud development progress has lots of unknown details.

Bioinformatics has been a useful and prevalent tool for non-classic model plant researches. However, researches on *Phyllostachys edulis* were hinged and lagged behind due to the lack of technical support in extracting DNA, RNA or proteins from bamboo. It was only until recently that Moso bamboo genome draft was sequenced, bringing opportunity to study the molecular regulation of functional genes in Moso bamboo in a more convenient and meticulous way without reads assembling [22]. Peng et al. used the Illumina sequencing platform to sequence the Moso bamboo shoot and culm after leaf expansion and looked for key regulating factors which control the bamboo fast growing characteristics [22]. He et al. implemented RNA-seq with microscopy to analyze the mRNA and microRNA expressions in the rapid growth of developing culms in Moso bamboo [26].

Alternative Splicing (AS) events lead to the diversification of protein structures and creation of novel functions to benefit the organism or can be associated with genetic diseases [27–29]. In plants, AS has significant influence in plant growth, development and defense, by changing domain architectures of some important proteins. Loss of domains by alternative splicing promoted functional shifts of some auxin response factors [30]. A splicing variant of JASMONATE ZIM-domain protein (JAZ10.4), which lacked Jas domain, and could attenuate signal output in the presence of JA [31]. As an organism with vast intron-containing genes, *Phyllostachys edulis* is no exception to AS events. Almost half of the annotated genes in the recently published reference genome contain AS variants [32]. Those AS events also varies in different tissues [33], growth stages [34] and respond to changes in hormones and environment [34, 35]. Single nucleotide polymorphisms (SNPs) and nucleotide insertion and deletions (Indels) are natural occurring genetic variations that associated with disease, genetic traits and gene evolution. SNPs were used as markers to study the relationship between temperate bamboo species [36]. A systematic review of SNPs and Indels in bamboo related transcriptome research is of dire need.

In this study, we sequenced the transcriptomes of underground samples of rhizome lateral buds in germination stage and early shoot stage. We reported the discovery of novel genes, AS events, SNPs and Indels, which complemented the current annotations in bamboo genome. We compared the transcriptomes of the two stages and investigated how the dynamics of transcription factors, meristem development, carbohydrate metabolism and hormone signaling change. We further verified our transcriptome analysis results by investigating the role of GA in bamboo fast growth. Together, our study could shed new light on the regulation mechanism of Moso bamboo rhizome lateral bud development.

## Results

### Reads mapping and analysis

The bamboo shoot development can be divided into six stages: dormancy, germination, development stage I, II and III, and shoot stage [37, 38] (Fig. 1). 

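Lateral buds of Moso bamboo rhizomes were collected underground at the germination stage and at the early shoot stage, and RNA from pooled buds gave 1 library per stage. For each library the authors deposited the number of reads counted on every transcript of an assembly, without normalization, together with the RPKM of each transcript. The deposited RPKM scales each count by the length of the transcript and by the total of the same table, and recalculating it from the counts gave every value to within 0.0483. Both tables list the same 148492 transcripts of 85391 loci, and 15523 loci have more than 1 transcript. The median transcript is 329 bp long. In total, 4481221 reads were counted in germination stage and 7878826 reads in early shoot stage. Reads were found on 134550 transcripts in germination stage and on 140500 in early shoot stage, and more than 10 reads on 62506 and 77498 transcripts, respectively. The 10 most abundant transcripts took 1.01% of the reads in germination stage and 1.06% in early shoot stage.
A best protein match is given for 49689 transcripts (33.5%), and for 7434 transcripts (5.01%) the match has a description that names a protein. The transcripts carry none of the gene identifiers printed in the paper: of the 95 genes listed in Figs. 5B, 6, 7A, 8A and 9A, 0 were found by identifier. Transcripts were therefore assigned to the enzymes, receptors and transcription factor families of the paper by the protein names in their descriptions, and they represent these families without being paired to the paper's own genes. For each transcript a G-fold value was calculated, which is the 0.01 quantile nearest 0 of the posterior distribution of the log2 ratio of early shoot to germination. It is 0 where the quantiles lie on both sides of 0, and positive values stand for higher expression in early shoot. The median ratio of the counts, 1.8 in early shoot over germination, was used to scale the libraries. Many transcripts have few reads, so that their ratios take few values and the median falls on one of them, and the 4 other scalings compared were lower, from 1.7 to 1.76. A transcript was called when its RPKM was above 1.0 in both libraries and its G-fold value was above 1.0 in either direction. Intervals are exact 95% Clopper-Pearson intervals of the split of the reads between the libraries and cover counting error only. With 1 library per stage, no difference has a replicate check and no p-value was calculated.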

To characterize and generate the expression profiles for rhizome bud development, cDNA samples from rhizome lateral bud of Moso Bamboo in germination stage or early shoot stage were prepared and sequenced.

**Fig. 1:**
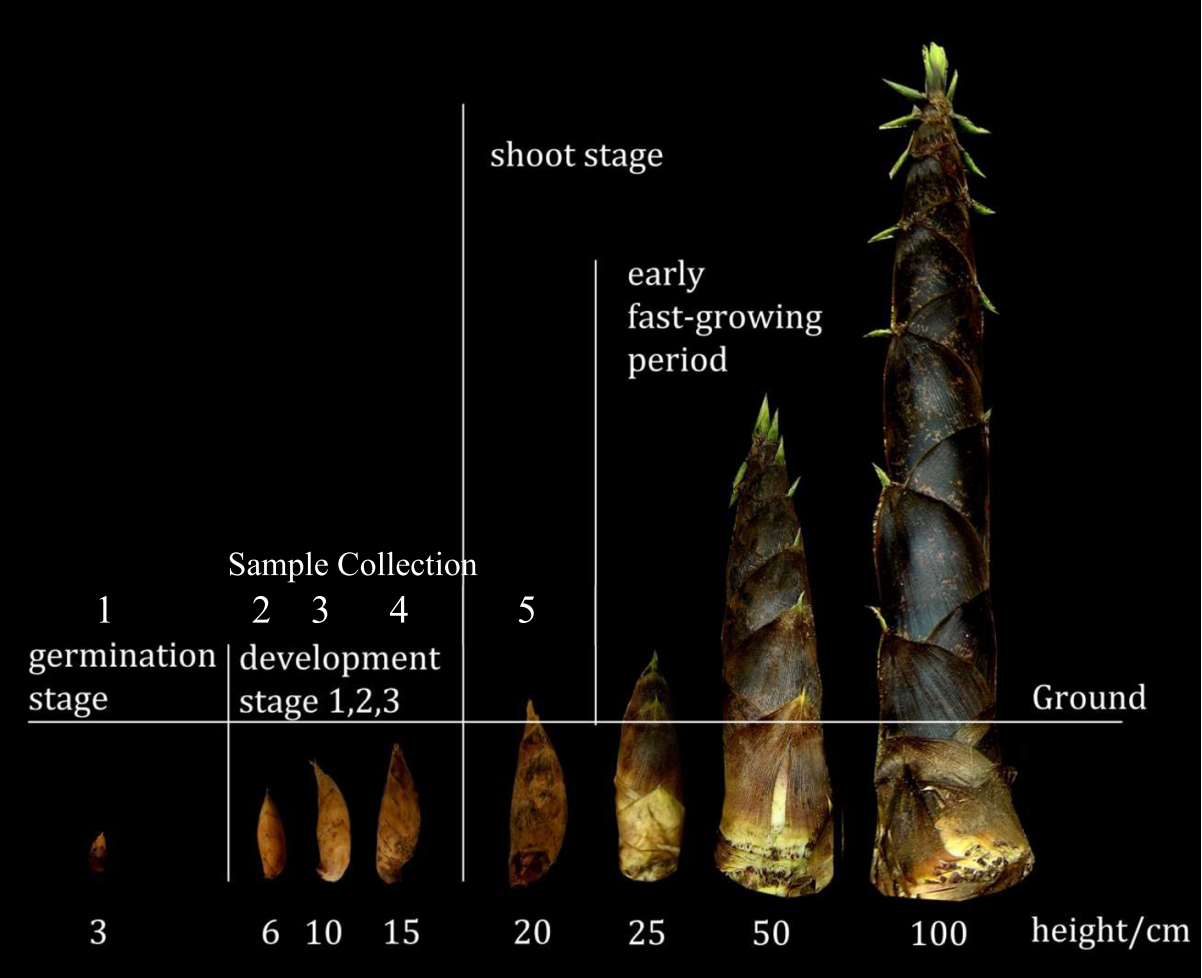
*Phyllostachys edulis* rhizome bud and shoot in different development stages. Stages of *Phyllostachys edulis* rhizome bud were characterized by the bud or shoot length. The samples collected for this study (MSAJ-01 ~ MSAJ-05) are germination stage (MSAJ-01), development stage 1 (MSAJ-02), development stage 2 (MSAJ-03), development stage 3 (MSAJ-04) and shoot stage (MSAJ-05)

High throughout RNA-seq reads were mapped onto the published Moso bamboo draft genomic sequences [22] (Table 1). With a pre-treatment to the reads generated, there were 11,863,411 merged single reads and 3,885,776 paired-end reads in germination stage sample, and 20,854,206 merged single reads and 6,910,356 paired-end reads in shoot stage sample. Among them, 14,769,297 (94.9%) reads in germination stage sample and 25,909,031 (93.3%) reads in shoot stage sample can be mapped onto the genome sequences. Only 32.6% of mapped reads in germination stage sample and 31.9% of mapped reads in shoot stage sample were mapped onto the previously annotated genome regions.

**Table 1:** Number of mapped genes from the two rhizome bud development stages

Genome mapping	Germination sample	Shoot sample
Total mapped reads	14769297	25909031
Perfect match	10102246	17621789
Unique match	12150461	21133012
Multi-position match	2618836	4776019
Total unmapped reads	979890	1855531

We thus used Cufflinks to reannotate novel genes by integrating information on reads mapping patterns and previous annotation and obtained a total list of 55,869 genes [39]. Accordingly, 13,939,159 reads (94.4%) in germination stage sample and 24,674,009 reads (95.2%) in shoot stage sample were mapped to these genetic regions, indicating that the reannotation covered the vast majority of reads. In gene saturation line (Fig. 2a), the increase of newly covered genes reached plateau as more reads were sequenced, which indicated that our sequencing depth was high enough to cover most genes expressing in our samples. 

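The saturation line was redrawn from the deposited counts by drawing reads at random, without replacement, from the sum of both libraries and from each library alone. It counts transcripts of the assembly, where the paper counts genes. The deposited reads are 32.1% (germination) and 31.9% (early shoot) of the paper's reads on genes. The line therefore cannot test the plateau of genes at the paper's depth. With all 12360047 reads of both libraries, 95183 transcripts had more than 10 reads. With 50% of the reads there were 72173 such transcripts, and with 90% there were 91381. The last 10% of the reads therefore added 3802 transcripts, a gain of 4.16%. In germination stage alone the last 10% added 2881 transcripts (4.83%), and in early shoot stage alone 3062 transcripts (4.11%). The line depended on the minimum number of reads, the only setting varied for it. With more than 50 reads required, 49067 transcripts were counted in both libraries and the last 10% of the reads added 5.59%, whereas with more than 1 read 140918 were counted and the last 10% added 0.783%.

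**Figure D1:**
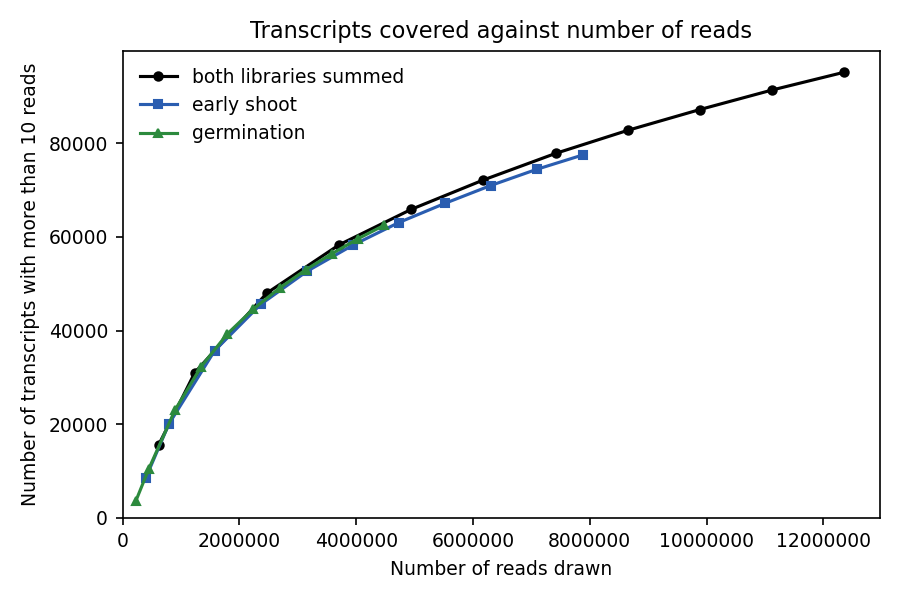
Number of transcripts with more than 10 reads (y axis) against the number of reads drawn (x axis) for each library and for both libraries summed. The line of both libraries ends at 95183 transcripts and was still rising over the last 10% of the reads.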

The average reads covered per site of gene relative positions showed that although a part of sequences located to both terminates of genes were lost, our data had no obvious 5 prime or 3 prime bias (Fig. 2b and c).

**Fig. 2:**
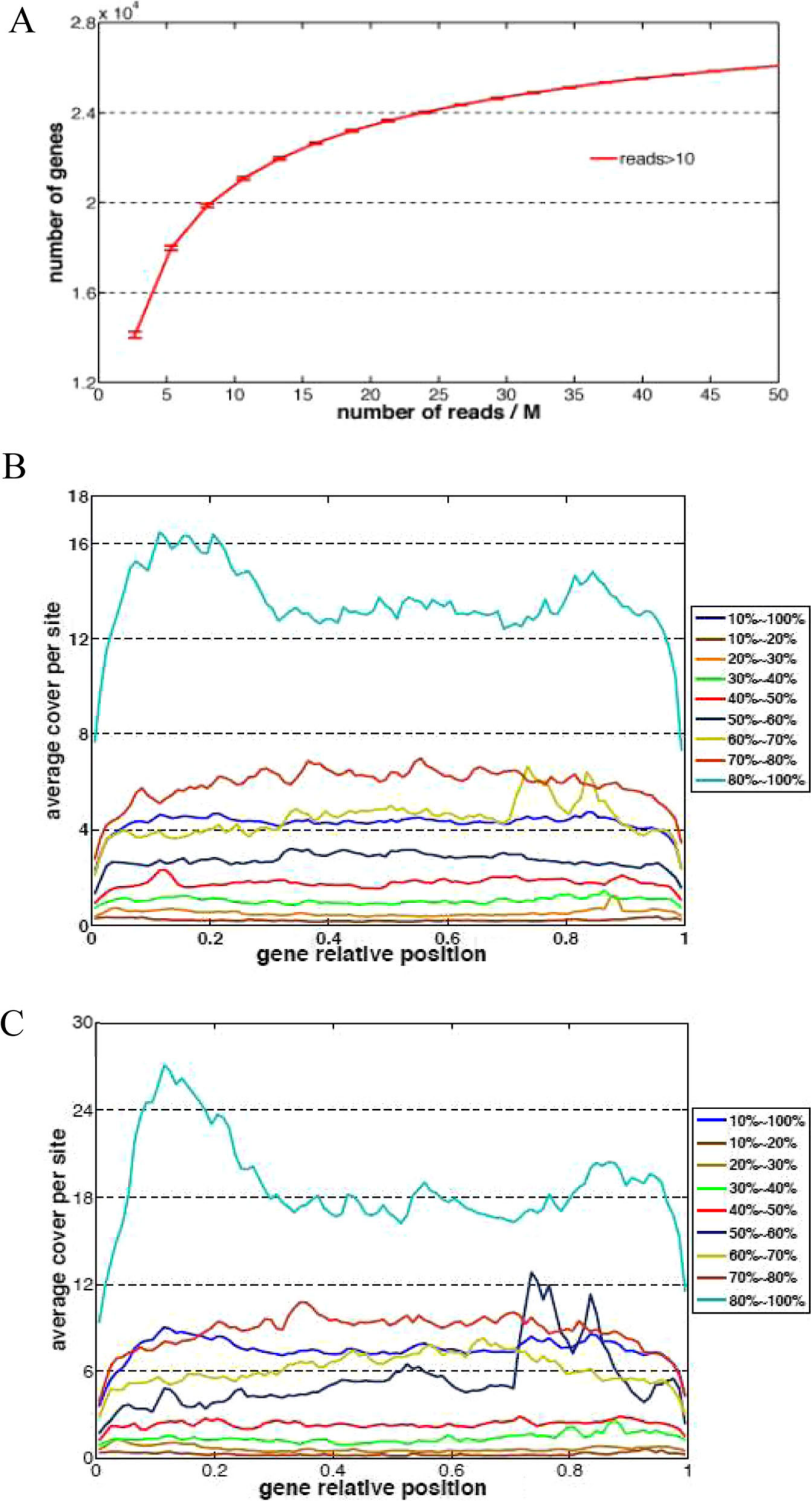
Transcriptome sequence reads analysis. **a** Sequencing Saturation Analysis. As more reads (x axis) were sequenced, the discovery of genes with more than 10 reads reached plateau. **b** and **c** Average reads coverage in gene relative position in germination stage (**b**) and in early shoot stage (**c**). The x axis represented relative position in gene sequence from start ‘0’ to end ‘1’. The y axis showed the average read coverage for each gene position. The genes are grouped according to the total reads coverage from 10 to 100%, as is shown on the right

### Identification of novel genes in RNA-seq

We identified 22,107 novel genes (25,808 transcripts or 60,454 exons) within inter-genetic regions with an RPKM cutoff of 1.0 and compared the distributions of exon and intron length between the novel genes and previously annotated genes from published bamboo genome (Fig. 3). Both novel and annotated genes shared a similar distribution of exon length with two peaks at about 200 bp and 700 bp, consistent with recent data. However, there were larger gene density at 700 bp in our newly identified genes due to a proportion of single long exon genes (Fig. 3a). The distribution of intron length in novel genes and annotated genes were also similar, with a high sharp peak at about 100 bp and a low peak at about 500 bp (Fig. 3b). Such similarity in both exon and intron length between novel genes and old genes confirmed the validity of our newly identified genes.

**Fig. 3:**
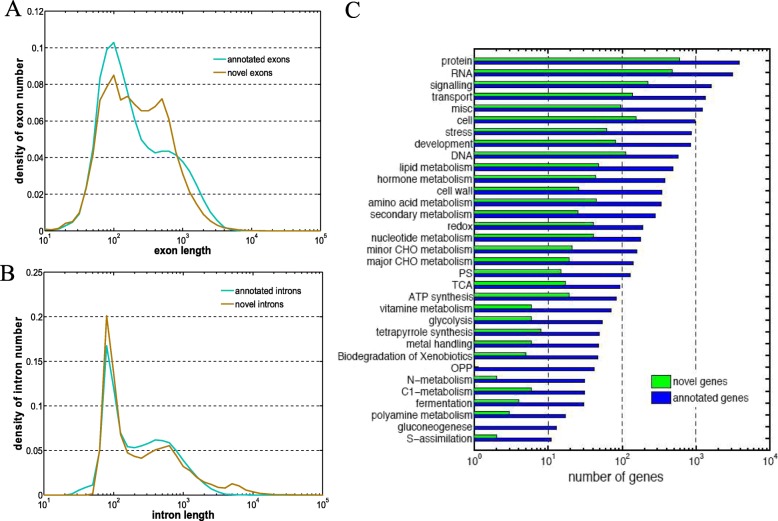
Summary of the features of novel genes. **a** and **b** Distribution of exon lengths (**a**) and intron lengths (**b**) for novel genes (brown) and previously annotated genes (green). **c** Distributions of genes in each functional category using Mapman. novel genes (green) and annotated genes (blue)

Novel genes were grouped according to the number of exons, with 5770 multiple exon genes (MEG) and 16,337 single exon genes. In MEG set, Trinity predicted 5986 non-redundant coding sequences [40], 5149 of which can be aligned to and annotated by *Oryza sativa japonica* genomic data with an e-value less than 1e-5. We clustered 3153 newly annotated MEG and 23,213 previously annotated genes in Mapman. In each category, the number of newly annotated MEG were proportional to the number of previously annotated genes (~ 10%, Fig. 3c). The majority of newly annotated MEG were involved in basal metabolism, protein and RNA synthesis and cell signaling. In addition, novel genes were identified in categories that were closely related to meristem development such as cell wall (26 genes), cell division and organization (77 genes) and hormone metabolism [41].

In the single exon genes set, 7962 protein sequences were predicted by Trinity [40] and 1737 non-coding RNA sequences were found by blast against Rfam [42], including 1055 rRNA, 58 tRNA, 12 micro-RNA and 37 snoRNA (Table 2). The results above indicated that the sequences identified in this study captured the abundance of novel genes (both functional proteins and non-coding RNA) expressed in Moso bamboo rhizome lateral buds and early shoots. For most plants, only less than ~ 37% of the genes are intronless [43, 44]. The MEG set was considered more reliable. Thus, we continued with MEG set for further functional analysis.

**Table 2:** The number of noncoding RNA

Plant_SRP	rRNA	RNase_MRP	miRNA	tRNA	snRNA	other
7	1055	2	12	58	37	566

### Identification of alternative splicing (AS) events

We also used our data to identify AS events in bamboo. A total of 28,217 AS events were identified by Astalavista-3.2 in the two samples [45] (Table 3), a number similar to previous study on AS events in rhizome bud tissue using PacBio technology [46]. The intron retention events (IR), alternative 3′ splice sites events (Alt 3′ ss), exon skipping events (ES) and alternative 5′ splice sites events (Alt 5′ ss) constituted the most frequent AS events types, which also consistent with previous findings [32, 33]. About 37.2.% and 32.2 of the AS junctions were previously annotated splicing sites in germination stage sample and shoot stage sample, respectively, while 38.0 and 40.6% were assigned into unknown splicing sites in annotated genes. The rest 24.9 and 27.2% junctions were located in novel genes. Together, we identified a total of 10,588 AS related splicing variants. Nine thousand two hundred sixty-three variants originated from ~ 40% of the annotated genes from previously published bamboo genome [22], whereas the rest 1325 were from the novel genes.

**Table 3:** AS events in Moso bamboo underground development stage

Annotation	NO. of Events	AS-code by Astalavista
Intron retention	6677	0, 1^2–
Alternative 3' splicing site	5432	1–, 2–
Exon skipping	4771	0, 1–2^
Alternative 5' splicing site	3934	1^, 2^
Exon skipping1 + exon skipping2	813	0, 1–2^3–4^
Intron retention1 + intron retention2	626	0, 1^2–3^4–
Exon skipping + alternative 3' splicing site	484	1–2^4–, 3–
Alternative 3' splicing site + alternative 5' splicing site	465	1^3–, 2^4–
Mutually exclusive exon	441	1–2^, 3–4^
Exon skipping + alternative 3' splicing site	406	1–2^3–, 4–
Exon skipping + alternative 5' splicing site	395	1^, 2^3–4^
Alternative 5' splicing site + alternative 3' splicing site	391	1^4–, 2^3–
Exon skipping + alternative 5' splicing site	327	1^3–4^, 2^
Alternative 5' splicing site + alternative 3' splicing site	258	1^2–, 3^4–

AS creates protein isoforms and leads to increased protein complexity and functional diversity. A large portion of AS events in winter bamboo shoot development lead to domain lost in hormone associated genes, potentially regulating hormone signaling [34]. Wang et al. divided alternative splicing events into two classes according to their impacts on domain architectures [47], altering the length of domain (Class I) and retaining/deleting the domain (Class II). To investigate if any protein families ‘prefer’ AS during RNA transcription in Moso Bamboo, we performed clustering analysis to our data. Proteins in PKinase and PKinase_Tyr, DEAD and PP2C families had enriched Class I AS, whereas WD40, TPR_11, IQ and zf-CCCH domain families were prone to Class II AS (Fig. 4a).

**Fig. 4:**
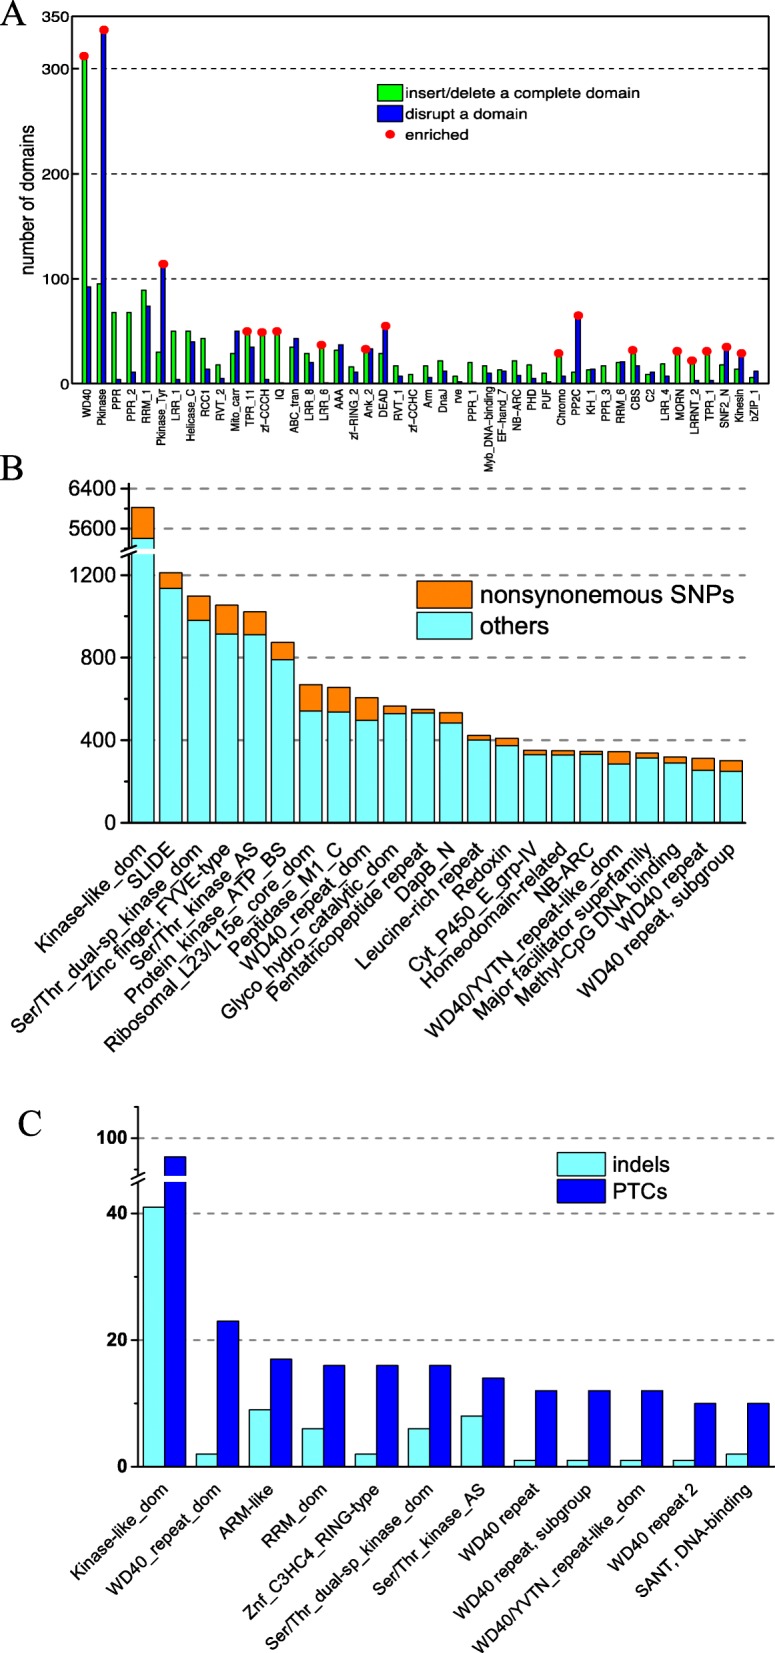
Functional enrichment analysis of AS events and genetic variations discovered during transcriptome analysis. **a** Distrbution of Class I and Class II AS event in different domain families. Class I, blue; Class II, green. Red dot, enriched **b** and **c** Distribution of nonsynonymous mutation (**b**) and coding frameshift indels and premature termination codons (PTCs) (**c**) in protein domain family

### Identification of single nucleotide polymorphisms (SNPs) and base insertions and deletions (Indels)

We next examined single-nucleotide polymorphisms (SNPs), and insertions and deletions (indels) presented in our data. There were 18,602 homozygous SNPs and 25,979 heterozygous SNPs compared to the draft genome. 44.2% homozygous SNPs and 67.8% heterozygous SNPs located at the coding regions of previously annotated genes. We observed more nonsynonymous SNPs (5019) than synonymous SNPs (3208) in homozygous SNPs, while the opposite was seen in heterozygous SNPs (10415 synonymous SNPs and 7206 nonsynonymous SNPs). The nonsynonymous SNPs were more frequently seen in proteins with PKinase domains, WD40 domains, nucleic acid-binding domains and Zinc finger FYVE domains (Fig. 4b).

We have also identified 6544 homozygous indels and 15347 heterozygous indels. Contrary to SNPs, only 5.34% (350) homozygous indels and 11.8% (1811) heterozygous indels located at annotated coding regions. It was also of notice that most of these indels (268 homozygous and 1430 heterozygous) did not cause frame shifts. After function clustering, we found that indels were enriched in protein kinases with ARM-like or RRM-dom domains (Fig. 4c). Premature termination codons (PTCs) often originate from nonsynonymous SNPs or frameshift. It is thus not surprising that protein families enriched in nonsynonymous SNPs and indels also possess PTC more frequently (Fig. 4c).

Genes with two or more nonsynonymous alleles are highly variant genes. Only less than 10% (1518) genes in our RNA-seq data were highly variant, suggesting a close relationship between the sequenced transcriptome and draft genome. These genes are enriched in processes of transportation, hormone metabolism, nucleotide metabolism, minor carbohydrate metabolism and photosynthesis, especially in ABC transport and multidrug resistance system and Jasmonate signaling pathway, indicating a faster gene evolution in these categories.

### Functional analysis on differentially expressed genes

We next investigated how gene expression was differentiated between germination stage and shoot stage. With a RPKM cutoff of 1.0 (both RPKM values of genes in the two samples should be larger than the cutoff), we looked at how major pathways in plant growth change between the two stages (Fig. S1).

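RPKM was above 1.0 in both libraries for 120465 transcripts. The count was 127619 with a cutoff of -0.2 on the log10 scale, 106254 with 0.2, and 143284 when the RPKM had to pass 1.0 in at least 1 library. On a transcript of median length a single read gave an RPKM of 0.678 in germination stage and 0.386 in early shoot stage, and 41739 of the transcripts above the cutoff (34.6%) had 10 or fewer reads in each library. Among the transcripts above the cutoff, 4537 were called higher in germination stage and 1691 higher in early shoot stage. These counts depended most on the rule for a call. In germination stage the plain log2 ratio, with 1 read added to each count, moved the count most, to 20711, and in early shoot stage a threshold of 2.0 left 132 transcripts, whereas log2(RPKM + 0.1) gave 19767. Under the 4 other scalings of the libraries, between 4138 and 4382 transcripts were called in germination stage and between 1831 and 2064 in early shoot stage. These scalings raised every log2 ratio by 0.03 to 0.08.
Among transcripts with at least 100 reads and RPKM above 1.0 in both libraries, the largest G-fold values were found in 3 loci. In early shoot stage they belonged to a transcript of Locus_2273 (175 bp), with 27 reads in germination and 1119 in early shoot and a G-fold value of 3.89, and to a transcript of Locus_42696 (293 bp), with 22 and 736 reads and a G-fold value of 3.51. Neither has a protein match. In germination stage both belonged to Locus_1123. Its transcript of 1927 bp had 1435 reads in germination and 44 in early shoot, a log2 ratio of -5.84 (interval from -6.34 to -5.44) and a G-fold value of -5.37. Its transcript of 1495 bp had 1336 and 42 reads and a G-fold value of -5.32. The best match of both is a hypothetical protein of rice.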

#### Transcription factors

Transcription factors regulate gene expression through binding to cis elements in response to environmental and developmental changes. It was estimated by Plant Transcription Factor Database that Moso Bamboo has about 1768 transcription factors from 54 families. We found 138 transcription factors in 35 families displaying expression level changes between germination stage and early shoot stage. 

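Descriptions that name a transcription factor were found for 252 transcripts of 106 loci, in 20 named families and a group whose family is not named. Of the 234 with RPKM above 1.0 in both libraries, 23 were called higher in germination stage and 9 in early shoot stage, so that 71.9% of the calls lay in germination stage, compared with 72.8% of the calls over all transcripts. The calls fell in 8 named families. Among alternatives chosen after the data were seen, summing the reads of each locus gave 10 and 4 calls, the plain log2 ratio 56 and 30, in 17 named families, and a threshold of 2.0 left 3 and 0.
WRKY transcripts showed the most uniform shift. Of 19, 18 had G-fold values below 0, and 7 were called in germination stage. The number of WRKY calls depended on the rule. It was 6 with the upper quartile, 3 after the early shoot library had been thinned to the germination total, 1 with a threshold of 2.0, 11 with a quantile of 0.05 and 14 with the plain log2 ratio. With only the most abundant WRKY transcript of each locus, 3 were called, and with the most abundant transcript of the whole locus 0. The lowest value, -4.81, belonged to a WRKY8 transcript of Locus_1357 with 502 reads in germination and 19 in early shoot. Auxin response factor (ARF) transcripts went both ways. Of 30, 9 lay below 0 and 9 above it. The 4 called ones, all in germination stage, came from the locus matched to auxin response factor 16, while the transcripts matched to auxin response factor 23 reached up to 0.79 on the side of early shoot. The summed reads of all ARF transcripts, 3806 and 9926, had a log2 ratio of 0.53 (interval from 0.48 to 0.59), whereas with the reads summed per locus 3 loci lay on the side of germination and 1 on that of early shoot. Nuclear transcription factor Y (NF-Y) transcripts had G-fold values above 0 in 16 of 18 cases, and 7 were called in early shoot stage, with a highest value of 1.96. With the plain log2 ratio 13 were called and with a threshold of 2.0 none. The NF-Y transcripts came from 5 loci. With reads summed per locus, 3 loci lay on the side of early shoot and 0 on that of germination. With the most abundant NF-Y transcript of each locus, 2 were called. Descriptions rarely gave the subunit, so the NF-YA members were not separated. For MADS, 1 of 22 transcripts was called, in germination stage (-1.23). Both sides of 0 held 2 MADS transcripts under the main scaling, and 4 lay on the side of early shoot under each of the other scalings. With the plain log2 ratio 8 lay on the side of germination and 14 on that of early shoot. NAC, DOF and HSF had 2 transcripts each and no call, with 142 or fewer reads per family and library. Their summed reads had log2 ratios of -0.28 (interval from -0.67 to 0.11) for NAC and -0.92 (from -1.88 to 0.04) for DOF. For HSF, with 21 and 70 reads, the log2 ratio was 0.89 (from 0.17 to 1.67). A log2 ratio beyond 1 in either direction lies outside the interval of the summed NAC reads, which covers counting error only. By the plain log2 ratio 1 NAC transcript lay on each side of 0, so the sum does not exclude such a change in either. The wider intervals for DOF and HSF leave a log2 ratio beyond 1 open at this depth.

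**Figure D2:**
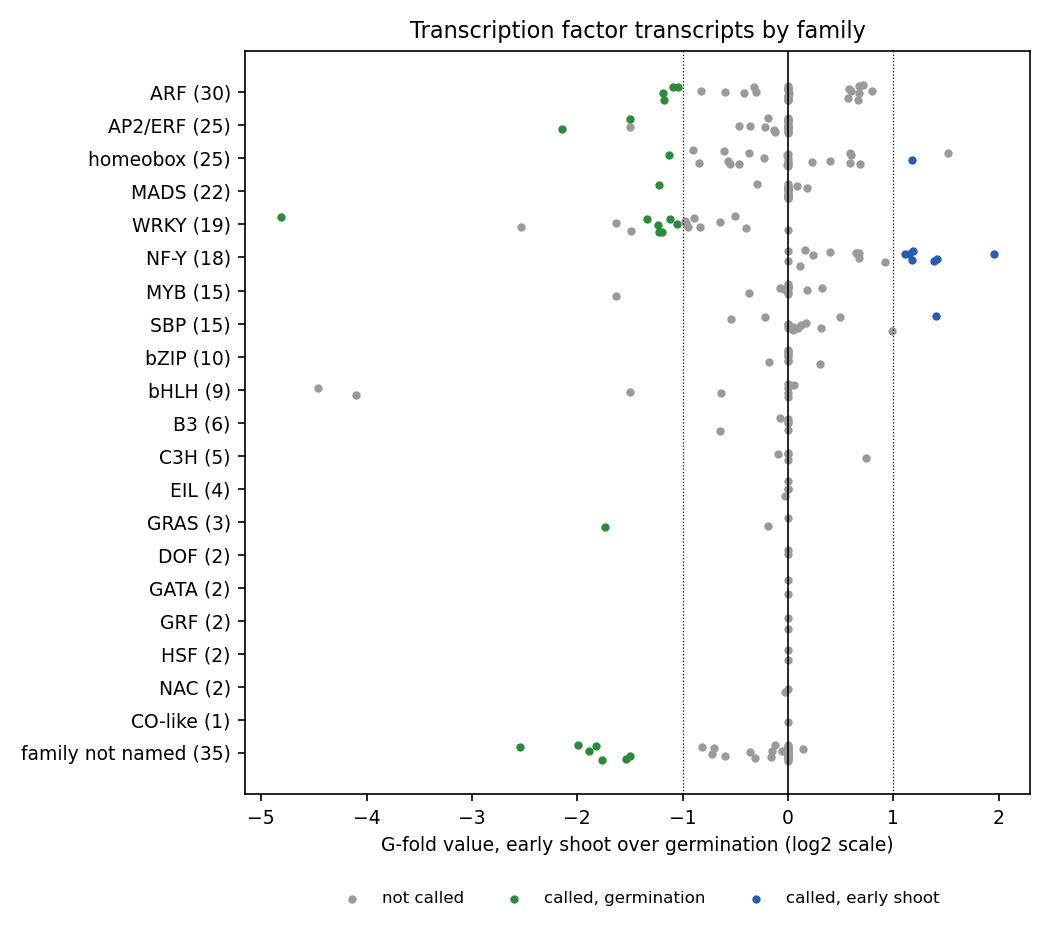
G-fold value of early shoot over germination (x axis, log2 scale) of each transcription factor transcript, by family (y axis, number of transcripts in parentheses). Points are single transcripts, dotted lines mark -1 and 1, and grey points beyond them have an RPKM of 1.0 or less in a library. The 7 called NF-Y transcripts lie on the side of early shoot and the 7 called WRKY transcripts on the side of germination.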

As high as three quarters of the transcription factors were highly expressed in germination stages including ARF, WRKY, NAC and DOF families, and the rest quarter transcription factors were highly expressed in early shoot stage, including NF-YA, HSF and MIKC type MADS families (Fig. 5a).

**Fig. 5:**
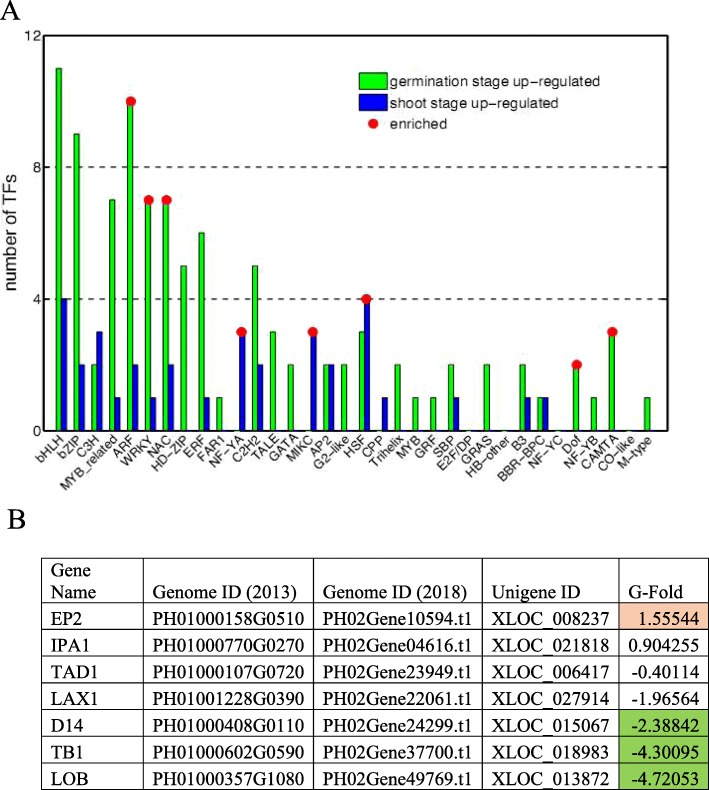
Activities of transcription factor families and axillary meristem development at germination and early shoot stage. **a** Distribution of putative transcription factors upregulated in germination (green) and early shoot (blue) stages. Red dot, the family is enriched in respective stage. **b** Differential expression of putative regulators in axillary meristem development. Green, significantly increased expression at germination stage; brown, significantly increased expression at early shoot stage

#### Rhizome meristem development

The underground development of the rhizome buds determines the size and yield of mature bamboo. The apical meristem maintains cell proliferation and differentiation for stem elongation and the auxiliary meristem differentiates and develops to branches, leaves and sheaths. We found several negative regulators of auxiliary meristem development LAX1, D14 and LOB were highly expressed during germination stage whereas genes promoting auxiliary meristem development (IPA1 and EP2) were upregulated during shoot stages (Fig. 5b). Our data suggested that auxiliary meristem development was inhibited during germination and promoted during shooting stage.

#### Carbohydrate metabolism

The rhizome buds are heterotrophs during the germination and early shoot stages, consuming the energy from metabolizing carbohydrates synthesized in above-ground tissues. We compared the gene expressions of the three main carbohydrate metabolism pathways in the two rhizome-bud developmental stages, glycolysis, tricarboxylic acid (TCA) cycle and pentose phosphate pathway (PPP) (Fig. 6).

**Fig. 6:**
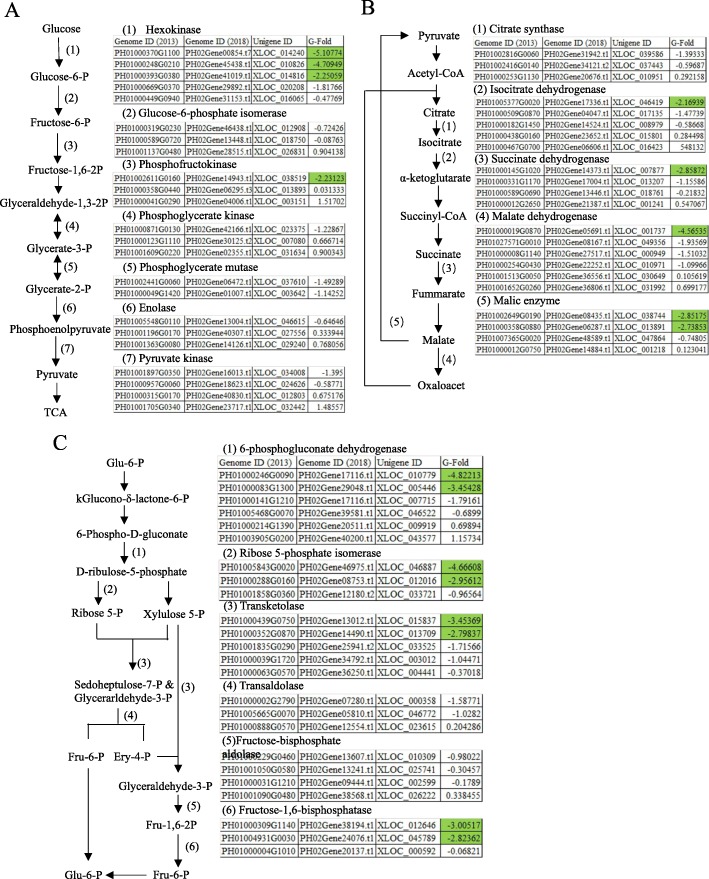
Changes in putative carbohydrate metabolism pathway gene expressions in two development stage. Key players in EMP (**a**), TCA (**b**) and PPP (**c**) pathways were investigated for their expression in germination and early shoot stage. The G-fold number presented how the expression levels in germination compared to early shoot. Green, G-fold < − 2

Glycolysis is the major pathway for glucose metabolism in rhizome bud cells. The phosphorylation of glucose by hexokinase is the first rate-limiting and irreversible step, which initiates glycolysis. The resulting glucose-6-phosphate (G6P) is transformed to fructose-6-phosphate before going through another phosphorylation by ATP-dependent phosphofructkinase (PFK). Finally, a third rate-limiting kinase, pyruvate kinase, transfers the phosphate group from phosphoenolpyruvate to ADP and produces ATP and pyruvate, a TCA cycle precursor. 

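Hexokinase is named in the descriptions of 7 transcripts of 2 loci, with 547 reads in germination stage and 216 in early shoot stage. The 5 transcripts of Locus_3733, whose best match is hexokinase-3 of rice, were all called higher in germination stage, with G-fold values from -2.02 to -1.32. The lowest of them had 97 reads in germination and 26 in early shoot, a log2 ratio of -2.71 with an interval from -3.43 to -2.11. It was the only hexokinase transcript beyond -2. The other locus, Locus_2734, is matched to hexokinase-2 of maize, and its transcripts had at most 3 reads in a library, which is too few to detect a difference. No hexokinase transcript had a G-fold value above 0 under any scaling. Counting only the most abundant hexokinase transcript of each locus left 1 call. Counting only the most abundant transcript of the whole locus left 0.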

We observed all six putative hexokinase related sequences were greatly expressed at germination stage and three of them were more than 2 G-fold over early shoot stage (Fig. 6a). Other two rate-limiting kinases also saw strongly (PFK, XLOC_038519, − 2.23123) and moderately (pyruvate kinase, XLOC_034008, − 1.395) increased activity during germination stage.

The pyruvate produced from glycolysis can form acetyl-CoA and go through a series of oxidization in TCA cycle, the most effective energy-producing pathway. 

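Of the 5 TCA cycle enzymes named in Fig. 6b, malate dehydrogenase and malic enzyme are named in the descriptions, with 26 transcripts of 10 loci. Their G-fold values were below 0 in 9 transcripts and above 0 in 5, and 12 were not apart from 0. Malic enzyme accounted for most of the shift. In 8 of its 9 transcripts the value was below 0, and 4 were called in germination stage, with a lowest value of -2.43 for a transcript of Locus_6693 with 108 and 21 reads. Only 2 remained called with the upper quartile, 3 with each of the other scalings and 1 with a threshold of 2.0, while the plain log2 ratio called 7. The exception, matched to a mitochondrial NAD-dependent malic enzyme of rice, had a value of 0.21. For malate dehydrogenase, 953 reads were counted in germination stage and 1914 in early shoot stage on 17 transcripts, of which 1 lay below 0, 4 above 0 and none was called. For steps that the figure does not list, the transcripts of aconitate hydratase had values of 0.40 and 0.49, the transcript of succinyl-CoA ligase -0.31 and that of fumarate hydratase -0.39. Citrate synthase, isocitrate dehydrogenase and succinate dehydrogenase are named in no description and were not analysed here.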

We noted that a majority of putative genes in all steps of TCA cycle were upregulated during germination stage (Fig. 6b). 

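For the pentose phosphate pathway, transketolase, fructose-bisphosphate aldolase and fructose bisphosphatase are named in the descriptions of 12 transcripts of 6 loci. In these, 9 G-fold values were below 0 and 0 above it. The only called transcript was that of transketolase in Locus_1639, with 105 reads in germination and 25 in early shoot. It had a G-fold value of -2.19 (log2 ratio -2.88, interval from -3.61 to -2.28). With the most abundant transcript of the whole locus, 0 transketolase transcripts were called. The 10 aldolase transcripts had values between -0.67 and 0, with 7 below 0 under the main scaling and 6 under the others. Glucose-6-phosphate dehydrogenase, which opens the pathway, had 8 transcripts of a single locus with 455 reads in germination and 495 in early shoot. Of these, 5 lay below 0, down to -0.62, and none was called. The 3 transcripts of 6-phosphogluconolactonase, the next step, had 307 and 468 reads and values from -0.52 to 0.16, with 1 on each side of 0 and none called. Descriptions naming phosphogluconate dehydrogenase, ribose phosphate isomerase or transaldolase were not found, and these enzymes were not analysed here.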

A similar trend was also observed in PPP pathways, as the gene expression were elevated during germination stage, including the rate-limiting 6-phosphogluconate hydrogenase (Fig. 6c). Thus, the carbohydrate metabolism appeared more active during bud germination compared to early shoot development.

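Of the 18 enzyme names of Fig. 6, 11 occur in the descriptions, on 64 transcripts of 24 loci. In these, 27 G-fold values were below 0, 13 were above 0 and 24 were not apart from 0. Of the 61 enzyme transcripts with RPKM above 1.0 in both libraries, 41.0% were below 0 and 21.3% above it. Transcripts with few reads mostly have a G-fold value of 0, so, in a comparison chosen after the data were seen, each enzyme transcript was set against the 100 other transcripts nearest to it in number of reads. Of these, 23.8% were below 0 and 27.9% above it. The comparison set beforehand, with all transcripts above the cutoff whatever their reads, gave 13.5% and 12.0%. No test was run on this list because it is read from a figure and its transcripts share loci. Calls were made for 10 transcripts in germination stage and 1 in early shoot stage, a phosphofructokinase that uses pyrophosphate (100 and 579 reads, G-fold value 1.33). With the upper quartile 8 were called in germination stage. The plain log2 ratio moved the tally most among the alternatives that keep all transcripts, to 44 below and 20 above 0.
The summed reads depended on enolase, a single locus with 3819 and 9817 reads on 7 transcripts that all had G-fold values above 0, from 0.23 to 0.55. On all 64 transcripts 9339 reads were counted in germination stage and 16844 in early shoot stage, a log2 ratio of 0.00 after scaling (interval from -0.03 to 0.04). Without enolase, left out after the data were seen, there were 5520 and 7027 reads, a log2 ratio of -0.50 (interval from -0.55 to -0.45). By pathway, the log2 ratio of the summed reads was 0.29 for glycolysis, where enolase held most of the reads, -0.45 for the TCA cycle and -0.62 for the pentose phosphate pathway. The TCA value came from malic enzyme (-1.24), as malate dehydrogenase, the other enzyme found, had 0.16. Aldolase (-0.55) held 1667 and 2054 of the 1778 and 2080 reads of the pentose phosphate pathway. Each of these pathway values therefore rests mainly on a single enzyme. From the expression of the genes of the 3 pathways, the paper concludes that carbohydrate metabolism appeared more active in germinating buds than in early shoots.

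**Figure D3:**
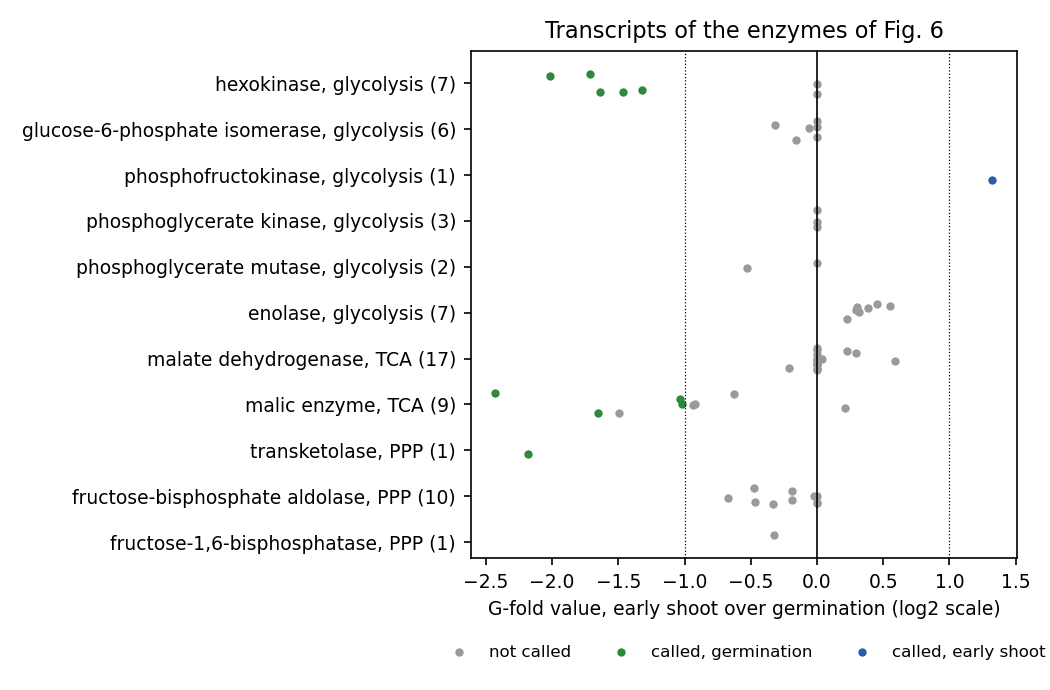
G-fold value of early shoot over germination (x axis, log2 scale) of each transcript whose description names an enzyme of Fig. 6 (y axis, pathway after the comma, number of transcripts in parentheses). Points are single transcripts, and dotted lines mark -1 and 1. The transcripts called in germination stage under the main scaling belong to hexokinase (5), malic enzyme (4) and transketolase (1).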

#### Hormone

Plant hormones play vital roles in the growth of bamboo shoot. We found putative genes annotated to indole-3-acettic acid (IAA), Brassinosteroid (BR) and gibberellin acid (GA) synthesis and signal transduction pathway displayed significant expression level changes during Moso Bamboo rhizome bud underground development.

IAA, the main auxin produced in plants, participates in cell proliferation, cell cycle regulation, cell elongation and cell wall development of the apical meristem. Using Trptophan as a precursor, IAA can be synthesized via multiple routes (Fig. 7). We found decreased expression level in putative gene annotated to major IAA synthesis pathways (CYP79B2 and CYP79B3 in IAOx route, IAM1 in IAM route and TAA1 in IPA route). The decline was further confirmed using reverse transcription qPCR to measure the expression of those putative genes throughout the five underground development stages of Moso bamboo rhizome bud (Fig. 7). It is of interest that the relevant gene expressions started to drop even at very early stages of underground development, prompting the question how IAA synthesis is regulated and how IAA level is maintained in rhizome buds.

**Fig. 7:**
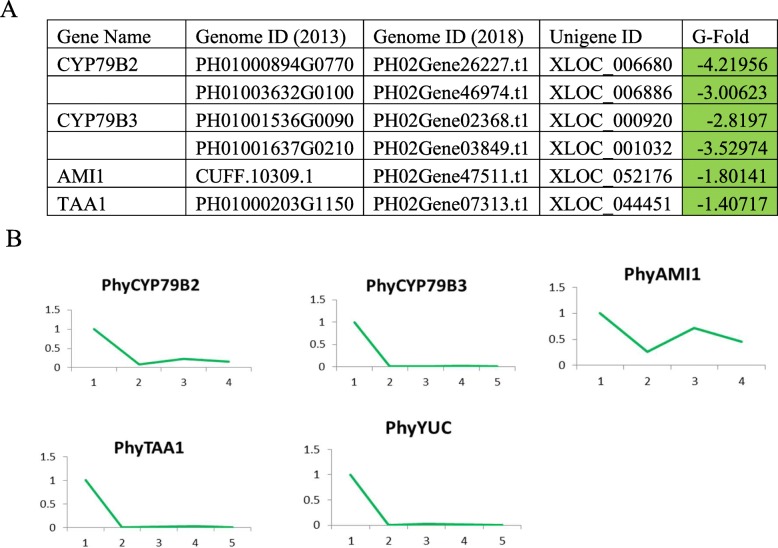
Changes in expression of putative IAA synthesis pathways genes. **a** Transcriptome analysis of putative genes related to auxin synthesis. Green, significantly increased expression at germination stage. **b** Relative expression of putative genes in (**a**) at various underground stages of rhizome bud development. Stage 1 ~ 5 are germination, development stage 1,2 and 3 and early shoot stage, respectively. For CYP79B2 and AMI1, only the first four stages were assayed due to sample availability. The expressions were measured by qPCR and results were normalized based on the germination stage (stage 1) data

BRs are a group of steroidal phytohormones that promote cell growth and stress responses, participating in all stages of plant development. Both our transcriptome analysis data and qPCR quantification showed that the putative genes involved in BR signaling pathway displayed systematic increase in expression in early shoot stages (Fig. 8). Thus, a strong role of BR in early shoot development is indicated.

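Transcripts matched to the receptor BRI1 numbered 17 in 5 loci, with 624 reads in germination stage and 2585 in early shoot stage. Their G-fold values were above 0 in 15 transcripts and below 0 in none, and 2 were called in early shoot stage, with a highest value of 1.05. With the upper quartile 4 were called, after thinning of the early shoot library 1, with the plain log2 ratio 10, and with the most abundant BRI1 transcript of each locus none. The log2 ratio of their summed reads was 1.20 (interval from 1.08 to 1.33). Of 12 transcripts of the BRI1-associated kinase BAK1, 1 was called in early shoot stage (69 and 387 reads, G-fold value 1.21) and the rest were not apart from 0. For BIN2, represented by 4 transcripts of shaggy-related protein kinase eta, the highest value was 0.63 and none was called. The D-type cyclin transcripts, standing for CYCD3, had 12 and 33 reads in total, which leaves a difference undetectable for either. Descriptions naming BSK3 or BSU1 were not found.
TCH4 is a xyloglucan endotransglucosylase, and 11 transcripts of 6 loci are described as such enzymes. In contrast to the receptors, 10 of them had G-fold values below 0 under every scaling, and 6 were called in germination stage, or 3 with a threshold of 2.0 and 10 without an RPKM cutoff. Together they had 1244 reads in germination and 259 in early shoot. The lowest value, -5.38, belonged to a transcript of Locus_1815 with 235 and 3 reads, whose RPKM in early shoot was under the cutoff. Which member of this family corresponds to either TCH4 gene of Fig. 8 cannot be told from the descriptions.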

**Fig. 8:**
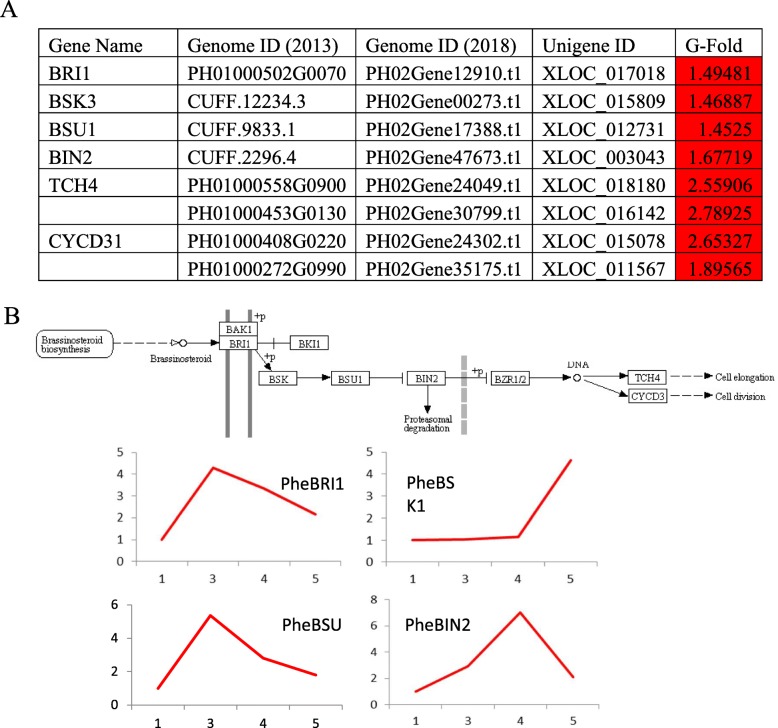
Changes in expression of putative BR signaling pathways genes. **a** Transcriptome analysis of putative genes related to BR synthesis. Red, significantly increased expression at early shoot stage. **b** Relative expression of putative genes in (**a**) at five underground stages of rhizome bud development. Stage 1,3,4 and 5 are germination, development stage 1 and 3, and early shoot stage, respectively. Top, BR signaling pathway derived from Kyoto Encyclopedia of Genes and Genomes Database. The expressions were measured by qPCR and results were normalized based on the germination stage (stage 1) data

GA stimulates seed germination and meristem development, and in later stages, triggers transition to flowering and fruiting. The transcriptional expression of GA3ox2 and GA20ox3, the key genes responsible for GA synthesis, were greatly elevated at early shoot stage, which is consistent with the trend seen in qPCR results (Fig. 9). The GA signaling activity leads to the decline of DELLA, a protein that inhibits cell growth and promote branching. Plants defective in GA synthesis caused accumulation of DELLA and displayed dwarf and branchy phenotypes. In our study, the DELLA gene expression decreased from germination to early shoot, suggesting an active GA signaling pathway during various underground stages of rhizome bud development (Fig. 9).

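DELLA proteins are represented by a single transcript of 164 bp, matched to the gibberellin response modulator dwarf 8 of teosinte. It had 4 reads in germination stage and 14 in early shoot stage. The log2 ratio was 0.74, with an interval from -0.71 to 3.02, so that no difference was detectable at this depth and its G-fold value was 0. The gibberellin receptor GID1 is named for 6 transcripts of 3 loci, with 712 reads in germination and 435 in early shoot. G-fold values were below 0 in 5 of them and 4 were called in germination stage, from -1.81 to -1.06. With the upper quartile 2 were called, with each of the other scalings 4, and with a threshold of 2.0 none. GID2 is named in no description and was not analysed here.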

**Fig. 9:**
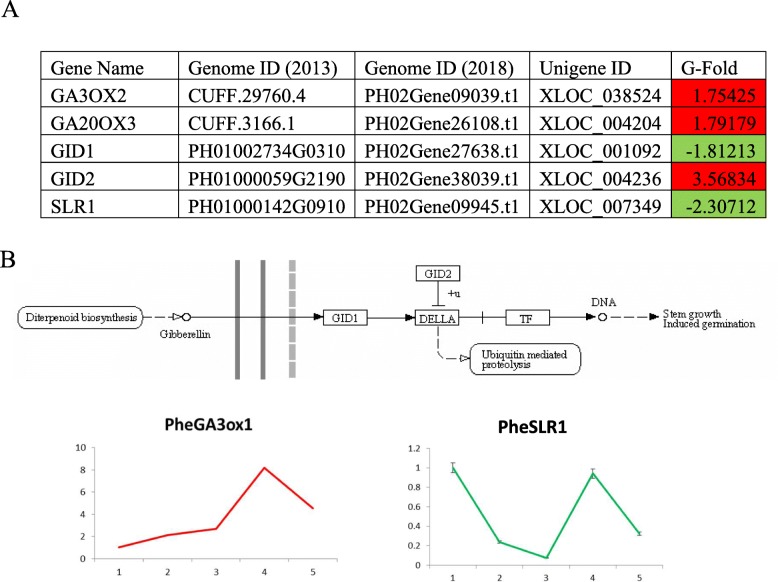
Changes in expression of putative GA signaling pathways genes. **a** Transcriptome analysis of putative genes related to GA signaling. Green, significantly increased expression at germination stage. Red, significantly increased expression at early shoot stage. B Relative expression of putative genes in (**a**) at five underground stages of rhizome bud development. Stage 1 ~ 5 are germination, development stage 1,2 and 3 and early shoot stage, respectively. Top, GA signaling pathway derived from Kyoto Encyclopedia of Genes and Genomes Database. The expressions were measured by qPCR and results were normalized based on the germination stage (stage 1) data

### GA stimulates basal internode elongation in Moso bamboo

To confirm our findings from transcriptome analysis, we investigated the effects of GA signaling on fast growth in Moso bamboo. Moso bamboo seedlings were collected from Anji Bamboo Garden and grown in laboratory greenhouse till the establishment of five to seven true leaves before sprayed with GA, the growth inhibitor PAC and water, consecutively for 6 months (Fig. 10a).

**Fig. 10:**
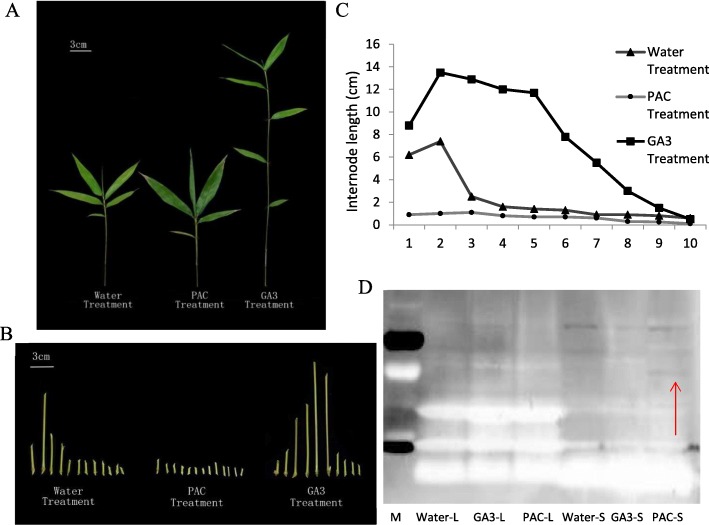
GA stimulate the internode growth in Moso bamboo. **a** Treatment of water (left), PAC (middle) and GA (right) on Moso bamboo seedlings. **b** and **c** Distribution of internode lengths from basal (1) to apical (10) of seedlings. **d** Accumulation of PheDELLA was only detected in stem tissues of PAC treated seedlings. Red arrow, DELLA protein visualized in western blot. M, marker; L, leaves; S, stem. Bars, 3 cm

The GA treatment significantly boosted the bamboo seedling vertical growth compared to the water treatment control (Fig. 10a, right), consistent with previous study [35]. The PAC control, on the contrary, displayed darker leaves, shorter internode stem length and shorter distance from base to the first true leaf, indicating a slower stem elongation (Fig. 10a, middle). Neither treatment affected bamboo leaf width (LW), leave length (LL) and sheath length (SL) (Fig. S2, A and B).

We further dissected and compared the distribution of internode growth in different treatments (Fig. 10b and c). The water treated wildtype had increased stem length for the first three basal internodes and the stem length sharply decreased as it came closer to the apical side. Treating GA did not disturb the basal stem growth pattern but resulted in longer and more-elongating basal internodes. PAC treatment completely abolished the basal stem growth in all internodes.

DELLA is a critical growth inhibitor during plant development. Same as in other monocot, we only detected one DELLA sequence in *Phyllostachys edulis*, SLR1 (Figure S3). In wildtype *A. thaliana* or DELLA defective mutant *rga*, the DELLA protein level remains undetectable as it is often rapidly degraded. However, an antibody against *A. thaliana* DELLA is able to detect the accumulation of DELLA in *ga3*, a mutant defective in GA synthesis, in Arabidopsis (Fig. S2C). Consistent with our previous findings, the accumulation of DELLA was only observed using the same antibody in PAC treated bamboo stem protein extract where the inhibition of growth was seen (Fig. 10d). Thus, GA and its signaling pathway is actively involved in Moso bamboo fast growth.

## Discussion

To explore the mechanism of *Phyllostachys heterocycla* fast growth from a systematic perspective, we analyzed and compared the transcriptomes of rhizome bud at germination. We identified novel putative genes, alternative splicing and SNPs that would complement current bamboo genomic database. We evaluated the involvement of transcriptional factors, meristem development, carbohydrate metabolism and phytohormones in rapid bamboo rhizome bud development.

### Strong association and high sequence match between transcriptome data and draft genome

Our high throughput sequencing data were mapped to the published bamboo genome with over 93% matching percentage [22]. Such high mapped-reads ratio is probably due to the reason that our sequenced tissues were from the same species, which endowed our reads with strong application to identify new genes and high reliability to examine protein expression level change. However, only less than 40% of the reads were mapped to the annotated regions. The most likely reason was that the tissues we sequenced were different from those used for the annotation of genes previously [22]. As a result, we were able to identify novel putative genes from previous intergenic regions. An improved reference genome assembled in chromosome level was recently released [32]. As the acceleration of sequencing technology and increasing interest on moso bamboo, a more comprehensive understanding of bamboo genome is of inevitable need and will greatly benefit the researchers in the field.

### AS, SNPs and Indels in transcriptome analysis samples

Our AS analysis agreed with previous finding in Arabidopsis that PKinase domain was the most frequently truncated domain family (Class I AS) and WD40 domain were the most likely to be completely inserted/deleted (Class II AS) [47]. The AS class preference of these two domain families could be universal among dicots and monocots and might be derived from their ancestors. Indeed, a recent study showed that AS are more likely to occur in conserved genes. In addition, we found PP2C, DEAD and SNF2_N in Class I and TPR_11 domain, ZF-CCCH domain and IQ domain in Class II were enriched. Splicing variants in SNF2-N and ZF-CCCH family have already been reported in Arabidopsis previously [48, 49]. The high abundance of AS events in moso bamboo rhizome bud speaks volumes of its importance. In this study, we present a preliminary assessment of our RNA-seq data on AS event. How those AS events affect rhizome bud development at various stages is of future interest with the help of a more detailed reference genome [32] and deeper sequencing technology [46].

Natural genomic variations like SNPs and Indels are relatively low in our samples. It is likely due the reason that our samples were collected in the same province of China as the samples used for sequencing the draft genome, which could indicate similar climate, temperature and other environmental factors. We found proteins participating in signal transduction or transcriptional regulation were prone to genomics variations. Those protein families were particularly important for stress response or environmental adaption. Future study is needed to compare the genomic variation in Moso bamboo grown in different regions and their correlation to environmental factors.

### Expression patterns of putative transcription factor, meristem development and carbohydrate metabolism related genes in Moso bamboo rhizome lateral bud

Our transcriptome analysis did not identify all 35 transcription factor families. It is possible that other transcription factor families might specifically express in some other developmental and reproductive stages or be removed from results due to low reliability. The number of TFs highly expressed in germination stage was much more than those in early shoot stage, revealing that the transcription is more activated in germinating rhizome bud. Difference also existed in process functions that enriched in each developmental stage. The ARF, DOF, NAC and WOX family members were enriched in germination stage. These four transcription factor families were actively involved in the plant development. Auxin response factors (ARF) were transcription factors that regulated the expression of auxin response genes [41]. The NAC and WOX transcription factors could participate the regulation of cell division in the early development of primordium [50, 51]. The DOF family participates in the regulation of seed storage protein synthesis in developing endosperm, seed germination, and gibberellin response in post-germinating aleuronic [52]. In this way, the DOF transcription factor might regulate the nutrition which was required by germination rhizome lateral bud to transport from the rhizome and was adjacent over ground culm. On the other hand, the nuclear factor Y subfamily A (NF-YA) heat shock factor (HSF) and MIKC type MADS domain family were only enriched in early shoot stage. Both NF-YA and HSF proteins are important transcriptional factors responsive to abiotic stress, which can be crucial to bamboo shoot dormancy or environmental adaption. The MIKC type MADS domain proteins are essential for plant flowering in floral quartet model. The enrichment of gene expression in this category during early shoot stage may indicate they have addition functions during bamboo growth.

Other putative transcription factors identified in our results such as bHLH protein were enriched in both two developmental stages. The bHLH protein were important regulatory components in transcriptional networks, controlling a diversity of processes from cell proliferation to cell lineage establishment, which was closely related the rhizome lateral bud underground development [53]. Together, our analysis of transcription factors in underground development stage suggested a pool of putative regulatory elements for future functional analysis.

The development of apical and auxiliary meristem in rhizome buds is determinant to bamboo shoot above ground growth. The auxiliary meristem differentiates into sheath, leaves and branches. Our data showed that the auxiliary meristem development related genes were differentially expressed between germination and early shoot stage. We speculated that the auxiliary meristem is not established until later underground bud development due to apical dominance. The apical meristem development may be consistent throughout the rhizome bud underground stages as we did not observe significant changes in expression for genes regulating apical meristem developments.

Carbohydrate metabolism is the main pathway for rhizome bud growth as photosynthesis is not available during underground development. Interestingly, a systematic decline in carbohydrate metabolism activities was observed at early shoot stages. It is possible that more energy and nutrients are needed during germination stages.

### Hormone synthesis and signal transduction regulation in Moso bamboo rhizome lateral bud

In our study, we looked at the dynamics of three hormone signaling pathways in rhizome lateral bud stage and early shoot stage.

IAA synthesis and signaling pathway components were highly conserved across species [24]. We found that the IAA synthesis pathway was highly active at germination stages, coinciding with its important roles in meristem development. Previous research found that the IAA/ABA ratio in praecox rhizome lateral bud regulated the rhizome bud germination [54]. It will be interesting to investigate the activity of abscisic acid pathways during germination stages. Although IAA synthesis were decreased at early shoot stage in our result. It is possible that the polar auxin transport contribution to the IAA levels in early shoot stages beside de novo synthesis. 

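Several parts of auxin signaling are named in the descriptions. Aux/IAA proteins were found on 9 transcripts of 6 loci, with 125 reads in germination stage and 343 in early shoot stage. Their G-fold values were above 0 in 3 transcripts, up to 0.39, below 0 in none, and no transcript was called, although the plain log2 ratio called 2 and log2(RPKM + 0.1) 3 in early shoot stage. The log2 ratio of their summed reads was 0.61 (interval from 0.31 to 0.92). Auxin transport proteins had 18 and 52 reads on 2 transcripts, and an auxin-binding protein 30 and 80 reads, and these were not apart from 0 under the main scaling. A transcript of Locus_24328 (2001 bp), matched to the probable indole-3-acetic acid-amido synthetase GH3.11 of rice, was called in early shoot stage, except with a threshold of 2.0. It had 19 reads in germination and 214 in early shoot, a log2 ratio of 2.58 (interval from 1.97 to 3.41) and a G-fold value of 1.86.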

Our analysis did not identify significant changes in auxin signaling pathway. It is likely IAA signaling is consistently active throughout the rhizome bud underground development.

Brassinosteroids (BRs) are steroidal hormones that the regulate plant growth through promoting root cell division and elongation. Consistent with a recent detailed analysis in BR related gene in bamboo [23], the expression of almost all genes in BR signaling pathway were significantly increased in early shoot stage in our data, indicating a potential effect of BRs during rhizome bud development. It is also possible that this elevation is related to the roles of BRs in vascular tissue growth and environmental adaption [55]. Future studies are needed to dissect the effect of BRs during later developmental stages.

The detection of hormones in rhizome lateral bud revealed that GA concentration was high in *Phyllostachys propinqua* shoot [56]. In our results, we found that the GA signaling is increasingly active at later stages of rhizome bud development. PheDELLA (SLR1), whose orthologous in Arabidopsis and Oryza negatively regulate GA signaling pathway, was down-regulated notably in early shoot stage. Consistent with a recent report, GA-treated bamboo seedlings had stimulated internode elongation without disturbing the growth patterns [35]. This pattern could be maintained by meristem development regulation or other presence of other hormones, which requires further research.

DELLA is a critical growth inhibitor during plant development and the GA signaling pathway involves the degradation of DELLA. We observed the accumulation of SLR1 in PAC treated bamboo seedling. Nonspecific interactions were seen on Western blotting can be explained by the use of Arabidopsis specific antibody against *Phyllostachys edulis*. When more tools for Moso bamboo research becomes available, we will be able to dissect the effect of GA on bamboo fast growth better.

## Conclusion

In this study, we utilized high throughput RNA sequencing to analyze the transcriptomes from *Phyllostachys edulis* rhizome lateral buds at two developmental stages. We compared our data to previous genome projects and discovered more than 20,000 novel genes We also identified new AS events, SNPs and Indels, which can serve as markers for genetic studies and hints for gene evolutions. During the course of this study, an updated reference genome for *Phyllostachys edulis* with improved precision and contiguity was published [32], which will greatly benefit the moso bamboo research community. It will be of interest to analyze our RNA-seq results basing on the new reference genome in the future study, especially how AS events and SNPs are differentiated during various stages of lateral rhizome bud development. Analysis on putative genes that differentially expressed between the two developmental stages of rhizome lateral buds shed lights on the roles of transcription factors, carbohydrate metabolisms and phytohormones in Moso bamboo shoot development, as well as a rich list of candidate genes for further functional study. We verified the role of GA in stimulating Moso bamboo internode elongation. Together, our study presented a significant addition to the current genomics resources and valuable source for future studies on bamboo fast growth.

## Methods

### Collection of Moso bamboo rhizome lateral buds

All *Phyllostachys edulies* rhizome lateral buds were collected by Yuting Shou in Anji Bamboo Exposition Garden (119°14′-- 119°53′ E, 30°23′-- 30°53′ N), Zhejiang Province, China during the growing season (Feb. 20th 2010). The sample collection complied with local regulations and did not require specific permission. For high throughput sequencing, the samples for germination stage (MSAJ-01) and early shoot stage (MSAJ-05) are collected underground according to bud length (Fig. 1). For quantitative PCR (Fig. 8), the samples were collected for all underground developmental stages (MSAJ-01 germination; MSAJ-02 development stage 1;MSAJ-03 development stage 2; MSAJ-04 development stage 3; MSAJ-05 early shoot stage). For each developmental stage, three samples from different rhizomes were collected. Fresh tissue from rhizome lateral buds were collected without sheath hair and immediately frozen in liquid nitrogen to avoid RNA degradation. All voucher samples were stored in the laboratory of Dr. Yulong Ding at Nanjing Forestry University in China.

### Construction of cDNA libraries from Moso bamboo lateral buds

Total RNA were extracted from pooled lateral bud samples using the EASYSPIN RNA extraction kit (Yuanpinghao Biotech Co.,Ltd) and treated with RNase-free DNase I for 30 min at 37 °C to remove residual DNA. RNA electrophoresis was run for an initial assessment of sample quality and quantity.

The mRNA was then purified from the total RNA samples and was used to synthesize cDNA. After end repair, adding dA and adapters, the cDNA products were further amplified by PCR using adapter primer sequences. The cDNA libraries were then quantified and sent to sequencing using Illumina Genome Analyzer II.

### Processing RNA-seq data

The distance between the terminals of two paired-end reads is designed around 150 bp, which is shorter than the sum of the lengths of two reads. As a result, a pre-treatment for these reads should be taken before mapping them to the published first draft of bamboo genome [22]. Each pair of reads were firstly merged together into a single read if they shared a sequence with a length longer than 30 bp and an identity higher than 0.9. Each not-merged read was pruned to preserve the high-quality 50 bp part from its terminal.

In order to map the reads, tophat-v2.0.8b was applied with the parameter -g 1 to ensure a unique map result for every read. Cufflinks-v2.1.1 was next used to offer a hybrid annotation to unigenes based on the information from both the first version of bamboo genome annotation [22] and our own mapping results. For Figs. 5, 6, 7, 8 and 9, gene ID from newly published reference genome were obtained [32].

### Discovery of novel transcripts

We firstly picked up genes with all their exons not anchored in the previously annotated genetic regions (class code = ‘u’ in GTF-file produced by Cufflinks). To avoid background noise of sequencing, an expression cutoff should be decided to repel genes with lower expressions. We depicted the distribution of expression of both genetic regions and intergenetic regions in germination stage sample and shoot stage sample (Fig. 2c). The border area between genetic regions and intergentic regions (shadow area in Fig. 2c) was between − 0.2 ~ 0.2 (log10 RPKM). The values − 0.2, 0 and 0.2 were tested and only several ones among thousands of genes were affected. Hence, we set the cutoff as RPKM 1.0.

Trinity-v2013-8-14 was then used to predict ORFs from each transcript of these genes (two or more transcripts may from one gene) and thus produced a list of protein sequences, which were used to blast against annotated *Oryza sativa* proteomics with an e-value cutoff of 1e-5. The transcripts failed to be predicted ORFs were used to blast against Rfam to see whether there exist some ncRNA among these genes. The novel genes with multiple exons were used to make a functional-enrichment analysis.

### Identification of AS events, SNPs and Indels

Astalavista-3.2 was applied to judge alternative splicing events (AS-events) based on the GTF-file produced by Cufflinks. The numbers of different types of AS-events such as intron retention (IR), exon skipping (ES) were counted by AS-code. To learn the impact on protein domain morphogenesis by alternative splicing, we used PfamScan to identify the domain morphogenesis of each protein predicted by Trinity-v2013-8-14 from each isoform.

SNPs between reads from our transcript samples and the genome sequences these reads mapped onto were calculated by inGAP-3-0-1. Only contigs with more than 200 mapped reads were chosen. Those indels with a sequence length shorter than 10 bp were adopted. A functional enrichment analysis was done for high SNPs genes.

### Transcriptome analysis

We implemented Gfold-v1.0.8 to find out differential expression genes in comparing our two Moso bamboo transcript samples. Download the raw data from the Plant-TFDB [57] and KEGG [58] database. The genes with absolute value larger than 1.0 were considered as differential expression genes. Both the lateral bud-up-regulated genes and the shoot-up-regulated genes were respectively used to make a functional enrichment analysis.

### Functional annotation and enrichment analysis

We first blasted all the proteins predicted by trinity from the whole transcripts to the proteins of *Oryza sativa* downloaded from RAPDB with an e-value cutoff of 1e-5. With the RAPDB version of *Oryza sativa* mapping list downloaded from Mapman as functional annotation system, we then pick up the target protein with the lowest e-value among every protein from every isoform of one gene and used the Mapman’s annotation of the target protein to predict the functional category of this gene.

To make functional enrichment, both genes from control set and background set were counted in each category and the genes assigned in one category were also counted in its parent category, due to the hierarchical structure of Mapman’s annotation. Then of each rank, a fisher exact test was taken on the categories. On the functional enrichment analysis of differential expressed genes and differential expressed isoforms, all the genes found by Cufflinks were taken as the background gene set, whereas on the analysis of SNPs, only the annotated genes in the published bamboo genome were used.

### Hormone related gene expression by quantitative PCR

Total RNA extracted from each underground stage sample were reverse transcribed to cDNA. Depending on sample availability, selected putative genes expressions were quantified in at least four underground stages using gene specific primers in qPCR (Table S1). Moso bamboo actin was used as internal reference. The PCR program included: 94 °C for 5 min, 35 cycles of 94 °C for 30 s, 54 °C for 30 s and 72 °C for 1 min, and 72 °C for 10 min.

### Bamboo seedling growth test

Before growth test, Moso bamboo seedlings were grown in pots in greenhouse conditions until 5 ~ 7 true leaves were established. The seedlings were then separated into three groups and sprayed with water, GA and PAC for about 180 days, respectively. After treatment, the growth of seedlings in each group were recorded and compared.

### Western blotting to detect DELLA (SLR1) protein

0.1 g of each sample from the growth test above were collected in liquid nitrogen and grinded before adding 300 μl protein extraction buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 1% Triton-X 100 and 100 μg/ml PMSF). The samples were mixed on ice for 30 min and then boiled at 100 °C for 10 min. The crude extract was then centrifuged at 12000 rpm for 30 min. 10 μl of the supernatant were mixed with standard SDS loading buffer and loaded onto an SDS-PAGE gel. After electrophoresis, the samples were transferred to PVDF membrane and sequentially blotted with anti-DELLA antibody (1:3750) (ref) and secondary antibody (1:5000) in 5% NFDM-TBST solution. The results of western blotting were revealed by chemifluorescence.

## Supplementary information

**Additional file 1: Fig. S1** Differential gene expression in two underground development stages of moso bamboo. **Fig. S2** Effects of GA treatment on bamboo seedlings. (A) Illustration of leave and sheath of seedling under water (left), PAC (middle) and GA (right) treatment. Bar, 3 cm. (B) Comparisons of leave length (LL), leave width (LW), sheath length (SL) and internode length (IL) during growth test. (C) AtDELLA detection in Arabidopsis strains through western blotting. Col, wildtype; *ga3*, GA synthesis deficient mutant; *rga*, DELLA mutant. Red arrow, protein visualized in western blot. **Fig. S3** ClustalW alignment of SLR1 sequences in RNA-seq, Peng et al. [22], Zhao et al. [32] and *Oryza Savita.* The consensus region was noted by *.

**Additional file 2: Table S1.** Primer used in quantitative PCR.

## Data Availability

The RNA-seq data (GSE142030) for the current study are available on GEO.

## Abbreviations

AS: Alternative splicing
BR: Brassinolides
GA: Gibberellic acids
SNP: Single nucleotide polymorphism
MEG: Multiple exon genes
SEG: Single exon genes
IAA: Indole-3-acettic acid
TCA: Tri-citric acid
PPP: Pentose phosphate pathway
RPKM: Reads per kilobase million

## References

[1] Beveridge CA, Mathesius U, Rose RJ, Gresshoff PM (2007). Common regulatory themes in meristem development and whole-plant homeostasis. Curr Opin Plant Biol.

[2] Fu J (2001). Chinese moso bamboo: its importance. Bamboo..

[3] Erfa ZYHWQ, Liguang C. Hormone content and distribution in *Phyllostachys heterocycla cv. pubescens* during period of shoot emergence. Sci Silvae Sin. 1998;S1..

[4] He X-Q, Suzuki K, Kitamura S, Lin J-X, Cui K-M, Itoh T (2002). Toward understanding the different function of two types of parenchyma cells in bamboo culms. Plant Cell Physiol.

[5] Li X, Shupe T, Peter G, Hse C, Eberhardt T (2007). Chemical changes with maturation of the bamboo species *Phyllostachys pubescens*. J Trop For Sci.

[6] Yu Y, Tian G, Wang H, Fei B, Wang G (2011). Mechanical characterization of single bamboo fibers with nanoindentation and microtensile technique. Holzforschung..

[7] Lee C, Chin T (1960). Comparative anatomical studies of some Chinese bamboos. Acta Bot Sin.

[8] Wang Y, Li J (2008). Molecular basis of plant architecture. Annu Rev Plant Biol.

[9] Magel E, Kruse S, Lütje G, Liese W (2005). Soluble carbohydrates and acid invertases involved in the rapid growth of developing culms in *Sasa palmata* (bean) Camus. Bamboo Sci Cult.

[10] Calvo S, Lovison G, Pirrotta M, Di Maida G, Tomasello A, Sciandra M (2006). Modelling the relationship between sexual reproduction and rhizome growth in *Posidonia oceanica* (L.) Delile. Mar Ecol.

[11] Bateman RM, Crane PR, DiMichele WA, Kenrick PR, Rowe NP, Speck T (1998). Early evolution of land plants: phylogeny, physiology, and ecology of the primary terrestrial radiation. Annu Rev Ecol Evol Syst.

[12] McIntyre GI (1964). Influence of nitrogen nutrition on bud and rhizome development in *Agropyron repens* L. Beauv. Nature.

[13] McIntyre GI (1976). Apical dominance in the rhizome of *Agropyron repens*: the influence of water stress on bud activity. Can J Bot.

[14] McIntyre GI (1965). Some effects of the nitrogen supply on the growth and development of *acropyron repens* l. beauv.*. Weed Res.

[15] McIntyre GI (1987). Studies on the growth and development of *Agropyron repens*: interacting effects of humidity, calcium, and nitrogen on growth of the rhizome apex and lateral buds. Can J Bot.

[16] Leakey R, Chancellor R, Vince-Prue D (1978). Regeneration from rhizome fragments of *Agropyron repens* (L.) Beauv. IV. Effects of light on bud dormancy and development of dominance amongst shoots on multi-node fragments. Ann Bot.

[17] Wang K, Peng H, Lin E, Jin Q, Hua X, Yao S (2010). Identification of genes related to the development of bamboo rhizome bud. J Exp Bot.

[18] Liu HL, Wu M, Li F, Gao YM, Chen F, Xiang Y (2018). TCP transcription factors in moso bamboo (*Phyllostachys edulis*): genome-wide identification and expression analysis. Front Plant Sci.

[19] Pan Feng, Wu Min, Hu Wenfang, Liu Rui, Yan Hanwei, Xiang Yan (2019). Genome-Wide Identification and Expression Analyses of the bZIP Transcription Factor Genes in moso bamboo (Phyllostachys edulis). International Journal of Molecular Sciences.

[20] Shi Y, Liu H, Gao Y, Wang Y, Wu M, Xiang Y (2019). Genome-wide identification of growth-regulating factors in moso bamboo (*Phyllostachys edulis*): in silico and experimental analyses. Peer J.

[21] Hu F, Wang D, Zhao X, Zhang T, Sun H, Zhu L (2011). Identification of rhizome-specific genes by genome-wide differential expression analysis in *Oryza longistaminata*. BMC Plant Biol.

[22] Peng Z, Lu Y, Li L, Zhao Q, Feng Q, Gao Z (2013). The draft genome of the fast-growing non-timber forest species moso bamboo (*Phyllostachys heterocycla*). Nat Genet.

[23] Wang S, Sun H, Xu X, Yang K, Zhao H, Li Y (2019). Genome-wide identification and expression analysis of brassinosteroid action-related genes during the shoot growth of moso bamboo. Mol Biol Rep.

[24] Wang W, Gu L, Ye S, Zhang H, Cai C, Xiang M (2017). Genome-wide analysis and transcriptomic profiling of the auxin biosynthesis, transport and signaling family genes in moso bamboo (*Phyllostachys heterocycla*). BMC Genomics.

[25] Ye J, Zhang Y, Fu Y, Zhou M, Tang D (2019). Genome-wide identification and expression analysis of gibberellin biosynthesis, metabolism and signaling family genes in *Phyllostachys edulis*. Chin J Biotechnol.

[26] He CY, Cui K, Zhang JG, Duan AG, Zeng YF (2013). Next-generation sequencing-based mRNA and microRNA expression profiling analysis revealed pathways involved in the rapid growth of developing culms in moso bamboo. BMC Plant Biol.

[27] Light S, Elofsson A (2013). The impact of splicing on protein domain architecture. Curr Opin Struct Biol.

[28] Kriventseva EV, Koch I, Apweiler R, Vingron M, Bork P, Gelfand MS (2003). Increase of functional diversity by alternative splicing. Trends Genet.

[29] Keren H, Lev-Maor G, Ast G (2010). Alternative splicing and evolution: diversification, exon definition and function. Nat Rev Genet.

[30] Finet C, Berne-Dedieu A, Scutt CP, Marlétaz F (2013). Evolution of the ARF gene family in land plants: old domains, new tricks. Mol Biol Evol.

[31] Chung HS, Howe GA (2009). A critical role for the TIFY motif in repression of jasmonate signaling by a stabilized splice variant of the JASMONATE ZIM-domain protein JAZ10 in *Arabidopsis*. Plant Cell.

[32] Zhao H, Gao Z, Wang L, Wang J, Wang S, Fei B (2018). Chromosome-level reference genome and alternative splicing atlas of moso bamboo (*Phyllostachys edulis*). Gigascience.

[33] Li L, Shi Q, Hou D, Cheng Z, Li J, Ma Y, Li X, Mu S, Gao J (2018). Transcriptome analysis of alternative splicing in different moso bamboo tissues. Acta Physiol Plant.

[34] Li L, Hu T, Li X, Mu S, Cheng Z, Ge W (2016). Genome-wide analysis of shoot growth-associated alternative splicing in moso bamboo. Mol Gen Genomics.

[35] Zhang H, Wang H, Zhu Q, Gao Y, Zhao L, Wang Y (2018). Transcriptome characterization of moso bamboo (*Phyllostachys edulis*) seedlings in response to exogenous gibberellin applications. BMC Plant Biol.

[36] Wang XQ, Zhao L, Eaton DA, Li DZ, Guo ZH (2013). Identification of SNP markers for inferring phylogeny in temperate bamboos (*Poaceae: Bambusoideae*) using RAD sequencing. Mol Ecol Resour.

[37] Hu C, Jin A, Zhang Z (1995). Change of Endohormone in mixed bud on lei bamboo rhizome during differentiation. J Zhejiang For College.

[38] Zhang Z, Hu C, Jin A (1995). Observation of the morphology and the structure of *Phyllostachys praecox* rhizome lateral bud developing into shoot. J Bamboo Res.

[39] Roberts A, Pimentel H, Trapnell C, Pachter L (2011). Identification of novel transcripts in annotated genomes using RNA-Seq. Bioinformatics..

[40] Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol.

[41] Guilfoyle TJ, Hagen G (2007). Auxin response factors. Curr Opin Plant Biol.

[42] Burge SW, Daub J, Eberhardt R, Tate J, Barquist L, Nawrocki EP (2013). Rfam 11.0: 10 years of RNA families. Nucleic Acids Res.

[43] Yan H, Dai X, Feng K, Ma Q, Yin T (2016). IGDD: a database of intronless genes in dicots. BMC Bioinformatics.

[44] Yan H, Zhang W, Lin Y, Dong Q, Peng X, Jiang H (2014). Different evolutionary patterns among intronless genes in maize genome. Biochem Biophys Res Commun.

[45] Foissac S, Sammeth M (2007). ASTALAVISTA: dynamic and flexible analysis of alternative splicing events in custom gene datasets. Nucleic Acids Res.

[46] Wang T, Wang H, Cai D, Gao Y, Zhang H, Wang Y (2017). Comprehensive profiling of rhizome-associated alternative splicing and alternative polyadenylation in moso bamboo (*Phyllostachys edulis*). Plant J.

[47] Wang H, You C, Chang F, Wang Y, Wang L, Qi J (2014). Alternative splicing during *Arabidopsis* flower development results in constitutive and stage-regulated isoforms. Front Genet.

[48] Addepalli B, Hunt AG (2008). Ribonuclease activity is a common property of *Arabidopsis* CCCH-containing zinc-finger proteins. FEBS Lett.

[49] Archacki R, Sarnowski TJ, Halibart-Puzio J, Brzeska K, Buszewicz D, Prymakowska-Bosak M (2009). Genetic analysis of functional redundancy of BRM ATPase and ATSWI3C subunits of *Arabidopsis* SWI/SNF chromatin remodelling complexes. Planta..

[50] Fang Y, You J, Xie K, Xie W, Xiong L (2008). Systematic sequence analysis and identification of tissue-specific or stress-responsive genes of NAC transcription factor family in rice. Mol Genet Genom Med.

[51] van der Graaff E, Laux T, Rensing SA (2009). The WUS homeobox-containing (WOX) protein family. Genome Biol.

[52] Lijavetzky D, Carbonero P, Vicente-Carbajosa J (2003). Genome-wide comparative phylogenetic analysis of the rice and *Arabidopsis* Dof gene families. BMC Evol Biol.

[53] Toledo-Ortiz G, Huq E, Quail PH (2003). The *Arabidopsis* basic/helix-loop-helix transcription factor family. Plant Cell.

[54] Huang J, Zhang B, Liu L, Qiu L (2001). Dynamic changes of endophytohormones in rhizomal buds of *Phyllostachys praecox*. Sci Silvae Sin.

[55] Ye H, Li L, Yin Y (2011). Recent advances in the regulation of brassinosteroid signaling and biosynthesis pathways. J Integr Plant Biol.

[56] Zhihong SXCXX, Zhihua WXSZP (1996). Study on early shooting, high-yield and keeping mother bamboo of *Phyllostachys propinqua*. J Zhejiang For Sci Technol.

[57] Jin J, Zhang H, Kong L, Gao G, Luo J (2014). PlantTFDB 3.0: a portal for the functional and evolutionary study of plant transcription factors. Nucleic Acids Res.

[58] Kanehisa M, Goto S (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

# Supplementary material for: Transcriptome analysis of lateral buds from Phyllostachys edulis rhizome during germination and early shoot stages
**Source:** BMC Plant Biol. 2020 May 24;20:229. doi: 10.1186/s12870-020-02439-8
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Primer used in quantitative PCR.

**Table S1** Primer used in quantitative PCR

| Unigene | Forward primer 5’- 3’ | Reverse primer 5’- 3’ |
| --- | --- | --- |
| Pe-Actin | GGTGTGAGCCATACTGTGCCCAT | TTTCCCGTTCAGCAGAGGTTGTG |
| AMI | TTCTGAGGCTACCTTATGCTGAT | TTTGAGTCCCCATTCTTGTGTC |
| CYP79B2 | TCAAGACTATTGTCAACAACGGG | TCTGAGAGTGAAAAGTGCATCCA |
| CYP79B3 | CTTCCAAAACCTCCCCTACC | CCCACACGTTCACCATGAC |
| TAA1 | GGACGACATCTTCGCCTTC | CCTCTCGCATTTCACCCAC |
| YUCC | GCTTCCCCTTGTGCCTTTC | TCCACTTCCTCCCCCATTC |
| GA3ox1 | ATCACTCGGATACTTCCTCGGCC | CCGTGGAGACCATCTTGAGCG |
| SLR1 | GTGTGATGAGATGGACAATGGA | AAGAGCAGGGAGCAGCATTC |
| BRI1 | GGGACTCTTGTTCTCGCTGTT | TTGCCTCTTCATCCTTCTGCT |
| BSK1 | GTGCGATTAGCTTCAAGGTG | CCATCAGTTCGTAAGAGGGAG |
| BSU1 | CTCGCCATACAGCACTAACAGC | CCAAGGGTGGGAAATCAAAA |
| BIN2 | CATGAACCAAAGGATGCCACT | CTCCAGGTACAGTATGAATGTAAGC |

How the deposited data were processed for this re-analysis (not part of the article)

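RNA from pooled rhizome lateral buds of Moso bamboo was sequenced as 1 library at the germination stage (bud height 3 cm) and 1 library at the early shoot stage (bud height 20 cm). For each library the authors deposited a table of raw read counts per assembled transcript, without normalization, which are the counts used for every ratio here. The same deposited tables give an RPKM for each transcript, which the authors calculated from the count, the transcript length and the total of the table, and this RPKM was used for the expression cutoff. The tables also give the length of each transcript and its best protein match with a description. The names of the transcripts hold locus, transcript, confidence and length fields, as a de novo assembly gives them, whereas the paper describes mapping to the draft genome and merged gene models. The assembler, the counting program and the search behind the protein matches are not stated with the tables. Transcript names, lengths and matches were checked to be the same in both tables.

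Counts were read with pandas 2.3.3 and NumPy 2.4.6 under Python 3.11.15, and SciPy 1.17.1 gave the quantiles and intervals. The G-fold value is modelled on that of the program Gfold named in the paper and was calculated without that program. Its normalization and its variance model were not repeated, so the values are not those of the program. For each transcript, the posterior distribution of the ratio of both Poisson rates was taken as exact from a beta distribution with 1 added to each count, and the 0.01 quantile nearest 0 of the log2 ratio was reported, or 0 where the quantiles lie on both sides of 0. The libraries were scaled by the median ratio of early shoot to germination, 1.8, over the transcripts with reads in both. Ratios of small counts take few values, and this median is one of them. Of the scalings compared it gave the largest excess of calls in germination stage, with a ratio of 2.68 against 2.00 to 2.39. Transcripts with a G-fold value beyond 1.0 in either direction and RPKM above 1.0 in both libraries were called. Log2 ratios of single transcripts have 1 read added to each count, and those of summed reads have none. The 95% intervals are Clopper-Pearson intervals, which for reads amplified by PCR cover counting error only.

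The table totals were 4481221 reads for germination and 7878826 reads for early shoot. As an example of the precision at this depth, 100 reads in germination and 579 in early shoot on a phosphofructokinase transcript gave a log2 ratio of 1.67 with an interval from 1.38 to 2.01. Some loci have several transcripts of equal length, and over 1795 groups of these the counts had a median ratio of variance to mean of 1.82 in germination and 2.24 in early shoot, above the ratio of 1 expected if reads were split at random among them. How reads were divided among transcripts of 1 locus is not known. Such transcripts were not treated as independent, and the reads were also summed per locus.

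The named genes were fixed before the data were examined as every gene that the paper names in its text or in Figs. 5B, 6, 7A, 8A and 9A, whose values in the figures had been seen, the actin used as reference in qPCR, and the 2 genes in each direction with the largest G-fold value among those above the RPKM cutoff with at least 100 reads in both libraries together. Of the 95 genes read from the figures, 0 were found by identifier. The search terms that stand in for them are the enzyme, family and protein names of the paper and were written after the tables had been opened, and terms for neighbouring steps, auxin signaling, starch enzymes, actin and virus matches were added in the same way. Of 38 names from the pathway figures, 17 occur in a description. Single transcripts named beyond the rule, as examples of a family, were chosen after their values were seen.

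The scalings compared were the table totals (1.76), the TMM factor of edgeR 4.0.16 under R 4.3.3 (1.76), the upper quartile (1.7) and the totals without the 10 most abundant transcripts (1.76). Other alternatives set before the data were examined were a quantile of 0.05, the plain log2 ratio with 1 read added, log2 of RPKM with 0.1 or 1 added, a threshold of 2.0, RPKM cutoffs of -0.2 and 0.2 on the log10 scale, no cutoff or 1.0 in at least 1 library, the early shoot library thinned to the germination total, and minimum reads of 1 and 50 for the saturation line. Reads summed per locus and the most abundant transcript per locus had been set for single names of the pathway figures. For the other counts, among them the tally of all Fig. 6 enzymes, they were added after the data were seen. A minimum of 100 reads was added then too. For the number of transcription factors called only the scalings and the lack of a cutoff had been set before, and for the sides of their families only the scalings. The rest of these alternatives were added after the data were seen, as were all those of names outside the figures, of actin and of the transcripts with the largest G-fold values. For a family or group of names, the most abundant transcript per locus is the most abundant of those with a matching description.

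The method was tested on simulated data. The changed transcripts and the intervals were drawn only from transcripts with at least 100 reads in both libraries together. Of the 120465 transcripts above the RPKM cutoff, 32110 had as many, so detection and coverage at lower counts were not tested. With counting error only, 2 of 124054 unchanged transcripts were called, and of 500 transcripts raised and 500 lowered by a log2 ratio of 2, 466 and 485 were called. With a spread between replicates of 0.3 added, 971 of 120617 unchanged transcripts were called, and 45.2% of the 95% intervals held the true ratio, compared with 95.7% without it. A call therefore separates counts of these libraries and gives no error for the stages.

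Left out were the gene models, exons and class codes, alternative splicing, SNPs and indels, the qPCR, the gibberellin treatment and the western blot, which the tables do not cover. The regulators of axillary meristem development in Fig. 5b (7 names) and the enzymes of auxin synthesis in Fig. 7 (3 names) occur in no description and were not analysed here, nor were GA3ox2 and GA20ox3. The rate-limiting kinases named by identifier in the glycolysis results could not be paired with a transcript. No functional enrichment was calculated.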

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

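The tests below were all chosen after the reads had been seen. Reads of a plant virus stood out in data that the paper does not analyse. The best match of 16 transcripts of 15 loci, 9675 bp in total and up to 1642 bp long, is Soybean mosaic virus. They held 71 reads in germination stage and 865 reads in early shoot stage, above the 3 reads that a count of 0 allows. All 16 had more reads in early shoot, and 5 were called higher in early shoot. The name is that of the nearest match, and the virus itself was not typed.

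The difference in library size does not account for the excess in early shoot. The reads were 12.2 times as many in early shoot as in germination (exact interval from 9.56 to 15.7), against 1.76 times for the table totals. Carry-over of reads from the early shoot library, if it was the only origin of the virus reads in germination, would leave at least the same share of every abundant transcript there. The germination reads were 8.21% of the early shoot reads, with a lower limit of 6.35%. Of 1809 transcripts with at least 500 reads in early shoot, 5 had a share with an upper limit below that, and with reads summed per locus and limits adjusted for 3568 loci, 2 did. Carry-over at a uniform share is therefore excluded as the only origin, although a smaller share remains possible. The transcript with the lowest share had 2.41%, with an upper limit of 3.53%. Soybean tissue as the source was tested on the 9 transcripts matched to soybean. Their reads were 1.99 times as many in early shoot (interval from 1.81 to 2.20), slightly above the ratio of the table totals, and 0 were called. As the share of host reads beside the virus is unknown, soybean tissue and an infected rhizome cannot be told apart by this value. An infection of some of the pooled rhizomes stays open and untested, since pooling leaves no value per rhizome. No biological explanation tied to the stages was tested.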

How the results depend on the processing

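No paired analysis was possible because each stage has 1 library of pooled buds, and leaving out a library would leave no comparison. Alternatives per locus and with at least 100 reads were chosen after the data were seen, except for single pathway names. So were those of the transcription factors other than the scalings and the lack of a cutoff. All those of actin, of the largest G-fold values and of names outside the figures were also chosen then. Over the main counts, 54 of 93 alternatives stayed within 1.5 times the value reported and 39 did not. For families and single transcripts, 494 of 632 stayed and 138 moved, and 0 single transcripts changed sign. Counts of 0 that remained 0 are among the 494. Every alternative uses the same pair of libraries, so the tally does not measure reproducibility.

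The number of transcripts called depended on the rule. The 4537 calls in germination stage and 1691 in early shoot stage became 20711 and 12986 with the plain log2 ratio, 20118 and 19767 with log2(RPKM + 0.1), and 16177 and 13948 with log2(RPKM + 1), which take no account of counting error. A threshold of 2.0 left 1393 and 132. With no RPKM cutoff, or with 1.0 in at least 1 library, 6844 were called in germination stage, while the 2039 in early shoot stage stayed within 1.5 times. With a quantile of 0.05, 2900 were called in early shoot stage. Fewer units were tested with reads summed per locus (2542 and 958), with the most abundant transcript per locus (2297 and 771) and with at least 100 reads (2485 in germination stage). The other scalings, the RPKM cutoffs of -0.2 and 0.2 on the log10 scale and the thinned early shoot library stayed within 1.5 times for both stages. No transcript called in 1 stage was called in the other under any alternative that keeps transcripts as units, and more were called in germination stage than in early shoot stage under all of them, although the margin was smallest, 20118 against 19767, with log2(RPKM + 0.1).

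The number of transcripts detected fell to 62506 in germination stage and 77498 in early shoot stage with more than 10 reads, and the saturation count fell to 49067 with more than 50 reads. Both follow from the stricter minimum. The number of transcripts above the RPKM cutoff stayed within 1.5 times.

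For the enzymes of Fig. 6, the plain log2 ratio put 44 transcripts on the side of germination and 20 on that of early shoot, because it gives a side to transcripts that the G-fold value leaves at 0. Summed per locus there were 13 and 5, and with the most abundant transcript 12 and 5, of fewer units. Both were added for this tally after the data were seen. Without enolase, left out after the data were seen, 27 and 6 remained. The side of germination held more under each alternative. Calls of transcription factors were 10 and 4 with reads summed per locus and 10 and 3 with the most abundant transcript described as a transcription factor in each locus. As for all transcripts, the rule moved them most, to 56 and 30 with the plain log2 ratio, 51 and 37 with log2(RPKM + 0.1), 45 and 29 with log2(RPKM + 1), and 3 and 0 with a threshold of 2.0. With the thinned early shoot library 15 were called in germination stage. The other alternatives stayed within 1.5 times of the 23 and 9 reported, and more were called in germination stage under each alternative.

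The alternatives for gene models and predicted genes were not run because the tables hold no class codes or exons. Depth limits what a low count can show: 41739 of the transcripts above the RPKM cutoff had 10 or fewer reads in each library.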

Differences from the paper's values

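The paper counts 13939159 reads on genes in germination stage and 24674009 in early shoot stage, and the deposited tables hold 4481221 and 7878826, which is 32.1% and 31.9% of the paper's numbers. The paper lists 55869 genes, and the tables hold 85391 loci. No alternative changes these numbers. The deposited tables do not use the identifiers of the paper's gene models.

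The paper reports 138 transcription factors with changed expression, and 32 transcripts were called here. With the table totals, TMM or the totals without the 10 most abundant transcripts 33 were called, with the upper quartile 32 and without an RPKM cutoff 41. All further settings were chosen after the data were seen. The plain log2 ratio gave 86, log2(RPKM + 0.1) 88, log2(RPKM + 1) 74, a quantile of 0.05 39, a threshold of 2.0 3, cutoffs of -0.2 and 0.2 on the log10 scale 34 and 29, RPKM above 1.0 in at least 1 library 41, the thinned early shoot library 24 and at least 100 reads 25. Reads summed per locus gave 14 and the most abundant transcript per locus 13. The paper places them in 35 families, and the calls fell in 8. With the plain log2 ratio and with log2(RPKM + 0.1) there were 17 families, with log2(RPKM + 1) 14, without an RPKM cutoff or with 1.0 in at least 1 library 10, with the thinned library and with at least 100 reads 7 and with a threshold of 2.0 2, while the other scalings, the quantile of 0.05 and the cutoffs of -0.2 and 0.2 gave 8. None of these settings reaches the paper's numbers. A description that names a protein is given for 5.01% of the transcripts, and factors without one are not in these counts.

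The paper states that the number of covered genes reached a plateau. The last 10% of the deposited reads added 3802 transcripts (4.16%). This line counts transcripts of the assembly, at 12360047 reads, whereas the paper counts genes at a greater depth. It therefore does not test the paper's plateau. The gain was 0.783% with more than 1 read required and 5.59% with more than 50.

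For transcription factors, the paper names NAC and DOF among the families raised in germination stage and HSF and MIKC type MADS among those raised in early shoot stage. Neither NAC nor DOF transcripts were called under any setting that keeps transcripts as units. No HSF transcript was called, except 1 in early shoot stage with the plain log2 ratio and with log2 of RPKM with 0.1 or 1 added, but the summed HSF reads, 21 and 70, had a log2 ratio of 0.89 (interval from 0.17 to 1.67), in the direction of the paper. For NAC and DOF the summed reads had log2 ratios of -0.28 and -0.92, also in its direction, with intervals that hold 0. Of the MADS transcripts 1 was called in germination stage and 0 in early shoot stage. With the plain log2 ratio and with log2(RPKM + 1) there were 2 on each side, and with log2(RPKM + 0.1) there were 2 and 3, while the thinned library gave 0 and 0. By side of 0, MADS transcripts lay 2 and 2 under the main scaling, 2 and 4 under each of the other scalings, 8 and 14 with the plain log2 ratio and 7 and 15 with log2(RPKM + 1), with more of them on the side of early shoot, as in the paper, except under the main scaling. By locus they lay 2 and 2 with reads summed and 1 and 0 with the most abundant transcript. The calls for WRKY lay in germination stage, as in the paper. Those for NF-Y lay in early shoot stage, where the paper places NF-YA, whose members were not separated here. For ARF, which the paper places in germination stage, the 4 calls lay there but came from a single locus, 9 transcripts lay on each side of 0, and the summed reads had a log2 ratio of 0.53. By locus ARF lay with the paper, with 3 loci on the side of germination and 1 on that of early shoot, or 2 and 1 with the most abundant transcript. With the plain log2 ratio 7 ARF transcripts were called in germination stage and 1 in early shoot stage, and with log2(RPKM + 0.1) 7 and 2.

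The paper states that most genes in all steps of the TCA cycle were raised in germination stage. Over the listed enzymes, 9 transcripts lay on the side of germination and 5 on that of early shoot. Taken by step, malate dehydrogenase had 1 and 4 and aconitate hydratase 0 and 2, while malic enzyme had 8 and 1, and succinyl-CoA ligase and fumarate hydratase 1 and 0 each. Aconitate hydratase, succinyl-CoA ligase and fumarate hydratase are not in the figure.

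For brassinosteroid signaling, the paper reports a systematic rise in early shoot stage, in its transcriptome and qPCR data, and lists TCH4 among the raised genes. Of 11 xyloglucan endotransglucosylase transcripts, 10 lay on the side of germination and 0 on that of early shoot, and 0 were called in early shoot stage under any alternative that keeps transcripts as units. Which of them corresponds to TCH4 cannot be told, so they describe the enzyme family and do not test the paper's TCH4 genes. The receptor BRI1 lay on the side of early shoot in 15 of 17 transcripts, as in the paper. BIN2 and CYCD3 were not called, except 1 BIN2 transcript in early shoot stage with the plain log2 ratio and with log2 of RPKM with 0.1 or 1 added.

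The paper states that expression of the DELLA gene fell from germination to early shoot, citing Fig. 9, which includes qPCR. The only transcript matched had 4 and 14 reads and a log2 ratio of 0.74 (interval from -0.71 to 3.02). The receptor GID1, lower in early shoot stage in Fig. 9, was also lower in 5 of 6 transcripts. Of these, 4 were called, or 2 with the upper quartile.

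The paper found no significant change in auxin signaling. The transcript matched to GH3.11 had a G-fold value of 1.86 and was called in early shoot stage, except with a threshold of 2.0. Of 9 Aux/IAA transcripts 0 were called, except 2 in early shoot stage with the plain log2 ratio and with log2(RPKM + 1) and 3 with log2(RPKM + 0.1), and their summed reads had a log2 ratio of 0.61 (interval from 0.31 to 0.92).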

Other observations

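The tests of the starch enzymes on matched lists, and of the calls per locus, by minimum reads, by scaling, by carry-over and by length were written before their values were known. The other tests in this part were chosen after the result had been seen, as were the patterns themselves.

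Transcripts of starch enzymes, which the paper does not discuss, were higher in early shoot stage. The list of enzymes was written after this had been noticed. They number 83 in 27 loci, of which 23 had at least 30 reads. The median log2 ratio of these loci was 1.00, and 21 lay above 0, against a median of 0.05 and 51.9% above 0 over all 25163 loci with as many reads. Before scaling, the summed reads rose from 6812 to 29083 for starch synthases, from 1918 to 6275 for ADP-glucose pyrophosphorylase, from 391 to 1315 for branching enzymes, from 74 to 532 for debranching enzymes and from 1317 to 4791 for starch phosphorylases. Scaling does not account for it, since a scaling shifts every locus alike and the starch loci lay 0.96 above the median of all loci. Of 10000 random lists of loci matched on expression, 0 had a median as high (97.5th percentile 0.43), and of 10000 lists matched on expression and length, 0 did (97.5th percentile 0.45), which argues against a bias by length. Reads shared among the 12 loci of starch synthases do not explain the whole, as the other 11 loci had a median of 0.55. That value was close to the upper end of 10000 lists matched to these loci, 221 of which were as high (97.5th percentile 0.53), so the shift outside the starch synthases rests on few loci. The loci of a family are not independent, and the lists treat them as if they were. The list of enzymes, which includes debranching enzymes and starch phosphorylases, was not split into synthesis and breakdown. A candidate explanation is that transcripts of starch enzymes were raised together in early shoot stage. It is a hypothesis found and tested on the same pair of libraries, and paralogs that share reads, the pooling of buds and the lack of replicates leave it open.

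More transcripts were called higher in germination stage than in early shoot stage, by a ratio of 2.68. Depth alone does not account for it, because the ratio was 2.00 after the early shoot library had been thinned to the germination total. Several transcripts per locus do not either (ratio 2.65 with reads summed per locus), nor do the scaling (at least 2.00, with the upper quartile) or short transcripts (2.12 for those of at least 1000 bp). Transcripts with few reads carry a part of it and not all, as the ratio was 1.80 with at least 100 reads. The excess depends on the rule, on the reads and on how large a change is counted. The plain log2 ratio was beyond 1 in 1.59 times as many transcripts on the side of germination as on that of early shoot, but with at least 100 reads in only 1.02 times as many (4087 and 4004). The 1 read added to each count before scaling draws low counts toward germination. With log2(RPKM + 0.1) the ratio of the calls was 1.02 over all transcripts and with log2(RPKM + 1) 1.16, so that changes beyond 1 show little excess under these rules. Beyond 3 the ratio was 12.5 over all transcripts and 8.60 with at least 100 reads (585 and 68). After thinning, 505 and 46 were beyond 3. At the extreme, 61 transcripts with at least 100 reads in germination had 5 or fewer in early shoot, and 0 with at least 180 reads in early shoot had 5 or fewer in germination. Early shoot reads present in the germination library, by carry-over or because the pooled buds overlapped in stage, could limit large ratios on 1 side. Taking the lowest share seen, 2.41% of the early shoot reads, off the germination counts left a ratio of the calls of 2.27. Taking off its upper limit of 3.53% left 2.14, so carry-over of that size explains at most a part of the excess of calls. The counts beyond 3 and those with 5 or fewer reads were not recalculated in this way, so for them carry-over stays open. Expression programs that end after germination stay open as an untested biological explanation.

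Moso bamboo actin was the internal reference of the paper's qPCR. The only transcript matched to an actin of Phyllostachys edulis, Locus_1011 (1515 bp), had 329 reads in germination and 134 in early shoot, a log2 ratio of -2.14 (interval from -2.44 to -1.85) and a G-fold value of -1.80. Scaling does not account for this, as the value nearest 0 over the scalings was -1.72. The locus has 1 transcript. Over all 21 actin transcripts of 5 loci the reads were 1461 and 2376, a log2 ratio of -0.15, and the loci ranged from -2.14 to 0.67, so other actins moved less or the other way. Reads shared with other actin loci cannot be told apart from a change of this locus, since the summed value near 0 would follow from either. Which locus the qPCR primers amplify was not analysed here, and so whether the reference was stable is open.

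A transcript described as a gibberellin oxidase, without the position it oxidises, had 144 reads in germination and 385 in early shoot and a G-fold value of 0.24, and it was not called.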
